# Identification of miRNA signatures associated with radiation-induced late lung injury in mice

**DOI:** 10.1371/journal.pone.0232411

**Published:** 2020-05-11

**Authors:** Claude J. Rogers, Agnes I. Lukaszewicz, Jason Yamada-Hanff, Ewa D. Micewicz, Josephine A. Ratikan, Mark A. Starbird, Thomas A. Miller, Christine Nguyen, Jason T. Lee, Tove Olafsen, Keisuke S. Iwamoto, William H. McBride, Dörthe Schaue, Naresh Menon

## Abstract

Acute radiation exposure of the thorax can lead to late serious, and even life-threatening, pulmonary and cardiac damage. Sporadic in nature, late complications tend to be difficult to predict, which prompted this investigation into identifying non-invasive, tissue-specific biomarkers for the early detection of late radiation injury. Levels of circulating microRNA (miRNA) were measured in C3H and C57Bl/6 mice after whole thorax irradiation at doses yielding approximately 70% mortality in 120 or 180 days, respectively (LD_70/120 or 180_). Within the first two weeks after exposure, weight gain slowed compared to sham treated mice along with a temporary drop in white blood cell counts. 52% of C3H (33 of 64) and 72% of C57Bl/6 (46 of 64) irradiated mice died due to late radiation injury. Lung and heart damage, as assessed by computed tomography (CT) and histology at 150 (C3H mice) and 180 (C57Bl/6 mice) days, correlated well with the appearance of a local, miRNA signature in the lung and heart tissue of irradiated animals, consistent with inherent differences in the C3H and C57Bl/6 strains in their propensity for developing radiation-induced pneumonitis or fibrosis, respectively. Radiation-induced changes in the circulating miRNA profile were most prominent within the first 30 days after exposure and included miRNA known to regulate inflammation and fibrosis. Importantly, early changes in plasma miRNA expression predicted survival with reasonable accuracy (88–92%). The miRNA signature that predicted survival in C3H mice, including miR-34a-5p, -100-5p, and -150-5p, were associated with pro-inflammatory NF-κB-mediated signaling pathways, whereas the signature identified in C57Bl/6 mice (miR-34b-3p, -96-5p, and -802-5p) was associated with TGF-β/SMAD signaling. This study supports the hypothesis that plasma miRNA profiles could be used to identify individuals at high risk of organ-specific late radiation damage, with applications for radiation oncology clinical practice or in the context of a radiological incident.

## Introduction

Radiation injury can affect any organ, with responses being dose- and time-dependent. Classic tissue-specific acute radiation syndromes (ARS) after moderate doses of total body irradiation (TBI) develop as the hematopoietic or gastrointestinal system fails within weeks or days following exposure, respectively. If mortality is avoided during the acute phase, delayed effects of acute radiation exposure (DEARE) can manifest within months or years after exposure, with lung and heart damage being classic examples of sites for chronic radiation pathologies. Biomarkers to predict both acute and late adverse outcomes of radiation exposure are critically needed to identify individuals at risk after a radiological incident, especially since early therapeutic intervention can dramatically improve survival rates in the context of ARS [1–6], and perhaps late disease [2]. Efforts into monitoring changes in blood or plasma have yielded encouraging data and identified potential biomarkers of radiation exposure, including proteins [7–10], mRNA [11–16], non-coding RNA [17], and microRNA (miRNA) [18–24]. Because circulating miRNA are protected from degradation in extracellular vesicles or protein complexes, and are stable at room temperature for hours to days, they are exceptionally well suited for triage in the field [25].

miRNA are small (19–22 nt), non-coding nucleotides that post-transcriptionally regulate protein expression [26]. Approximately 1–2% of all genes in mammals encode for miRNA. miRNA can be released into extracellular biofluids, such as plasma, and may participate in cell-cell and tissue-tissue communication [27]. Changes in the circulating miRNA profile have been observed in pathophysiological conditions, such as cancer [28,29], and after exposure to radiation [18–24]. Since miRNA can be tissue-specific, the circulating miRNA profile may reflect what tissues are injured. While this field is still in its infancy, TBI drives significant alterations in circulating hematopoietic miRNA biomarkers, such as miR-150-5p, and the extent of dysregulation correlates well with the later onset of neutropenia and lymphopenia in an individual animal [19–21].

Finding tissue damage-specific miRNA signatures may be particularly important for assessing the likelihood of DEARE in a radiological event as varying degrees of partial body shielding is likely which would result in non-uniform doses to different organs in the body. This may increase survival from ARS but simultaneously increase the incidence of late radiation injury. Well-defined partial body exposures of animals can be used to model such circumstances and investigate tissue-specific consequences. Here, we use whole thorax lung irradiation (WTLI) for late radiation injury to the heart and lung with shielding to prevent ARS mortality. Since such responses are in part genetically defined and vary with the mouse strain [30–32], we used C3H mice that develop peak radiation pneumonitis approximately 3–4 months after exposure without progression into fibrosis [33] and C57Bl/6 mice that present with *bona fide* pulmonary fibrosis 6 months after exposure [30]. As these are different endpoints, longitudinal temporal changes in circulating miRNA were assessed after doses of WTLI that were estimated to cause death in ~70% of the mice at times associated with these endpoints. Local and systemic radiation damage was also monitored by changes in body weight, hematology, microcomputed tomography (microCT), and histology. We observed that radiation caused strain-specific major changes in systemic circulating miRNA profiles and persistent alterations in local miRNA profiles in irradiated lungs. Our results indicated that miRNA profiling may be used to predict late organ injury long before the manifestation of symptoms.

## Materials and methods

### Whole Thorax Lung Irradiation (WTLI)

All animal procedures were performed at the University of California, Los Angeles, under institutional IACUC approval (ARC # 1999–173) in accordance with the Animal Welfare Act and the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health [34]. Animals were observed daily throughout the course of the experiment and defined criteria for premature euthanasia (loss of body weight >20%, body conditioning score of 2, labored breathing, and decreased mobility) were closely followed. Gnotobiotic C3Hf/Sed/Kam (C3H, N = 96) and C57Bl/6 (N = 96) mice 8 to 12 weeks old were exposed to a single dose of local radiation to the thorax estimated to be lethal for 70% of mice within 120 days for C3H (LD_70/120_; 13.92 Gy), and within 180 days for C57Bl/6 mice (LD_70/180_; 13.99 Gy). These estimates come from institutional lethality probit curves derived under identical conditions to those used in the experiments. The two strains differ in the endpoint they express and therefore the dose that is required to reach that endpoint. Equal numbers of female and male mice were used to study gender differences. Prior to irradiation, mice (8–10 week-old males, 10–12 week-old females) were randomized into groups for an average body weight of 29 ± 1 g. Mice were anesthetized using an intraperitoneal injection a mixture of ketamine and xylazine (80 mg/kg ketamine and 4 mg/kg xylazine) and an ophthalmic ointment was applied to prevent corneal drying (Puralube^®^ vet ointment, Dechra Veterinary Products, Northwich, UK). Anesthetized mice were placed in a jig (S1 Fig) with the thorax positioned so that a 2.75 cm wide strip was exposed to X-rays administered vertically with a focus-to-surface distance of 32 cm with the rest of the body shielded with 3 mm lead that gives 99.5% attenuation. The jig was centrally located within a field of 26.4 cm diameter. Using a Gulmay Medical RS320 Irradiation System X-ray unit operated at 300 kV (Gulmay Medical Ltd.; Camberly, Surrey, UK) with a permanent 4 mm Be filter, and the beam was filtered using 1.5 mm Cu and 3 mm Al giving a HVL of 3mm Cu, and a dose rate of 1.568 Gy/min. Dosimetry was performed by certified medical physicists using a 0.6 cc Farmer Ionization Chamber (PTW N30006), Harshaw TLD-100H (LiF:Mg, Cu, P) and self-developing film (GAFCHROMIC EBT2, International Specialty Products, Wayne, NJ) calibrated against a clinical ^60^Co irradiator (Theratron-1000, MDS Nordion, Ontario) for NIST standardization, and a phantom mouse with TLD dosimeters. Field homogeneity was verified to be within 1%. Additional self-developing film was placed under batches of animals to confirm accurate radiation dosimetry on the day of experiment.

### Blood collection and hematology

Blood was sampled 14 days prior to irradiation, 2 or 5 days after exposure, at monthly intervals thereafter, and at the end of the experiment. For live mice, retro-orbital bleeding into EDTA-coated glass capillaries after isoflurane anesthetization was used and the volume of blood collected did not exceed 1.25% of the body weight, yielding on average 100 μL. A 25 μL aliquot of blood was analyzed for complete blood count (CBC) using the Hemavet system (Drew Scientific, Inc.). Plasma was separated from leukocytes (WBC) and erythrocytes (RBC) following a 20 minute centrifugation at 400 g and stored in aliquots at −80°C until use. Terminal bleeds taken from euthanized mice from the heart were treated similarly.

### microCT and histopathology

Loss in aerated lung volume can be analyzed by microCT and correlates well with radiation-induced lung damage [35,36]. Animals reaching the study endpoint (C3H: day 150, C57: day 180) were subjected to CT scanning (MicroCAT II CT Scanner, Siemens Preclinical Solutions, Knoxville, TN) under continuous isoflurane (1–2% in O_2_) anesthesia. Images were acquired with the X-ray source biased at 80 kVp and 500 μA with 360 projections, exposure time of 500 ms, detector bin mode of 4 × 4, and an effective pixel size of 0.2 mm. The total scan time was about 1 min with 5–10 min image reconstruction. Images were analyzed with the open-access Medical Image Data Examiner AMIDE (http://www.gnu.org/copyleft/gpl.html) to select the region of interest (ROI) and to quantify the volume of aerated lung volume excluding the esophagus (3D-isocontour threshold < −400 HU). After completion of CT scanning, animals were euthanized, cardiac blood collected, and the lung perfused with PBS followed by formalin and sent for processing by the Translational Pathology Core at UCLA. Paraffin-embedded tissues were sectioned and stained with hematoxylin and eosin and/or Masson’s trichrome for histopathological assessment by an expert pathologist. Selected mice had tissues taken after PBS infusion and snap frozen for miRNA analysis (see below).

### miRNA analysis by next-generation sequencing

Plasma was checked for excess hemolysis using UV-vis spectroscopy and samples with an absorbance value greater than 1.2 A.U. at 415 nm, corresponding to 0.3% hemolysis [37], were excluded from the study. Circulating miRNA was isolated from 25 μL of plasma using the miRCIRY RNA Isolation Kit (Biofluids; Exiqon). Tissue miRNA was extracted from 20 mg of homogenized tissues in QIAzol (Qiagen) with the miRNEasy Kit (Qiagen). Libraries for sequencing were prepared using the QIAseq miRNA Library Kit; (Qiagen) with 5.8 μL of miRNA extracts as input, a 1:5 dilution of the 3’-adaptor, a 1:2.5 dilution of the 5’-adaptor, a 1:5 dilution of the RT primer, and 22 amplification cycles. The concentrations of the prepared libraries were determined via Bioanalyzer analysis (2100 Electrophoresis Bioanalyzer, Agilent). Libraries with an adapter dimer peak (~160 nt) at least five times greater than the library peak (~180 nt) were not sequenced. miRNA counts for 2 nM samples were determined via next-generation sequencing (NextSeq 550, Illumina) using 76 read cycles. Demultiplexing, trimming (read lengths between 18–40 bp, 5’-end base quality ≥ 30, read score ≥ 20, and 3’-end adaptor sequence to trim of AACTGTAGGCACCATCAAT), and miRNA alignment (using “Mus musculus/mm10” as the species) was performed using BaseSpace (Illumina), using the applications Small RNA v1.0.1, FASTQ Toolkit v2.2.0, and FASTQ Generation v1.0.0. Sequencing runs with less than 100,000 miRNA reads were rejected.

### Data analysis

Raw sequencing counts were normalized by total library size to obtain the reads for a given sequence per million total reads (RPM), then by quantile normalization of the log_2_ RPM. Differential expression analysis was performed in R (version 3.4.3) using normalized counts using the limma and voom software packages (version 3.28.10) [38]. KEGG pathways associated with differentially expressed miRNA were identified using mirPath v.3 software [39]. miRNA that correlated with survival were identified using Cox’s proportional hazard method or linear regression using an elastic net penalty. Kaplan-Meier survival functions were compared using the log rank test (Mantel-Cox) [40], and uncertainties (95% confidence intervals) estimated according to Greenwood [41]. Blood count data were compared over time using an ANOVA model, and p-values were obtained by comparing post-irradiation values to pre-irradiation values using Dunnett’s method.

### Animal study ethical statement

University of California, Los Angeles’s IACUC-approved protocols and NIH guidelines and defined criteria for premature euthanasia were followed. The experiments were approved under the IACUC protocol #1999–173.

## Results

### Hematological changes after WTLI

Irradiated C3H and C57Bl/6 mice experienced the characteristic decline in total WBC (3–5-fold; p-value < 0.0001) and lymphocyte (8–10-fold, p-value < 0.001) counts within the first few days after WTLI (Fig 1A and 1C). Decrease in blood cells after partial body irradiation is generally due to radiation killing as the blood recirculates rapidly through the irradiated field. Lymphocyte and total WBC counts returned to baseline 1–2 months after WTLI, with C57Bl/6 mice recovering earlier than C3H mice and overshooting basal levels. Lymphocytes remained elevated in some C57Bl/6 mice for up to 5 months (1.4-fold, p-value < 0.001). Neutrophil numbers also showed a similar compensatory increase starting one month post-irradiation and remained elevated by as much as 1.6–2.5-fold in both strains (p-values < 0.001; Fig 1D). Platelets were less affected in C57Bl/6 mice than C3H with declines and increases less marked than for other blood cells (Fig 1B).

**Fig 1:**
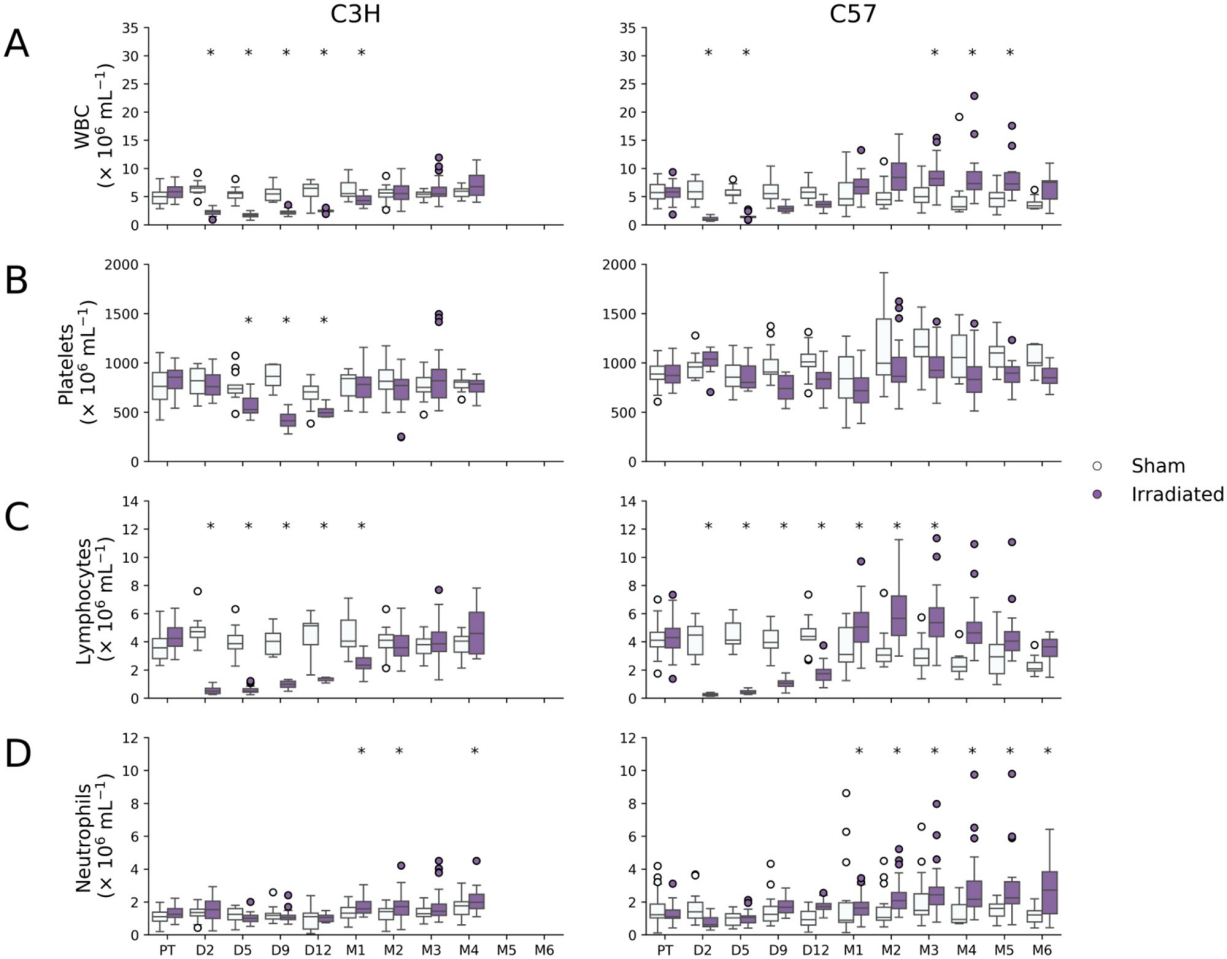
Blood cell counts for WTLI and sham irradiated C3H and C57 mice. WTLI resulted in a rapid drop in (A) white blood cells (WBC) and (C) lymphocytes in both strains of mice that recovered by month 2 in C3H mice and became slightly elevated by month 1 in C57 mice. (B) Platelets were slightly reduced in C3H mice between days 5 and 12. (D) Neutrophil counts were elevated in both strains by month 1, but more persistently in C57Bl/6 mice. Statistically significant changes in counts compared to pre-radiation levels (Dunnett’s test p-value < 0.001) are indicated by an asterisk.

### Changes in survival and body weight after WTLI

Other phenotypic indications of radiation-induced injury included a failure to gain weight at the rate of sham irradiated controls, especially over the first 40 days after exposure and again after day 80 (two-way ANOVA p-values < 0.001, Fig 2A). Overall survival for irradiated animals was consistent with the institutional lethality profile, with 48% of C3H mice surviving until day 120 and 23% of the C57Bl/6 strain surviving until day 180 (Fig 2B) without statistically significant gender differences (C57Bl/6: p-value = 0.1, C3H: p-value = 0.8, log rank test).

**Fig 2:**
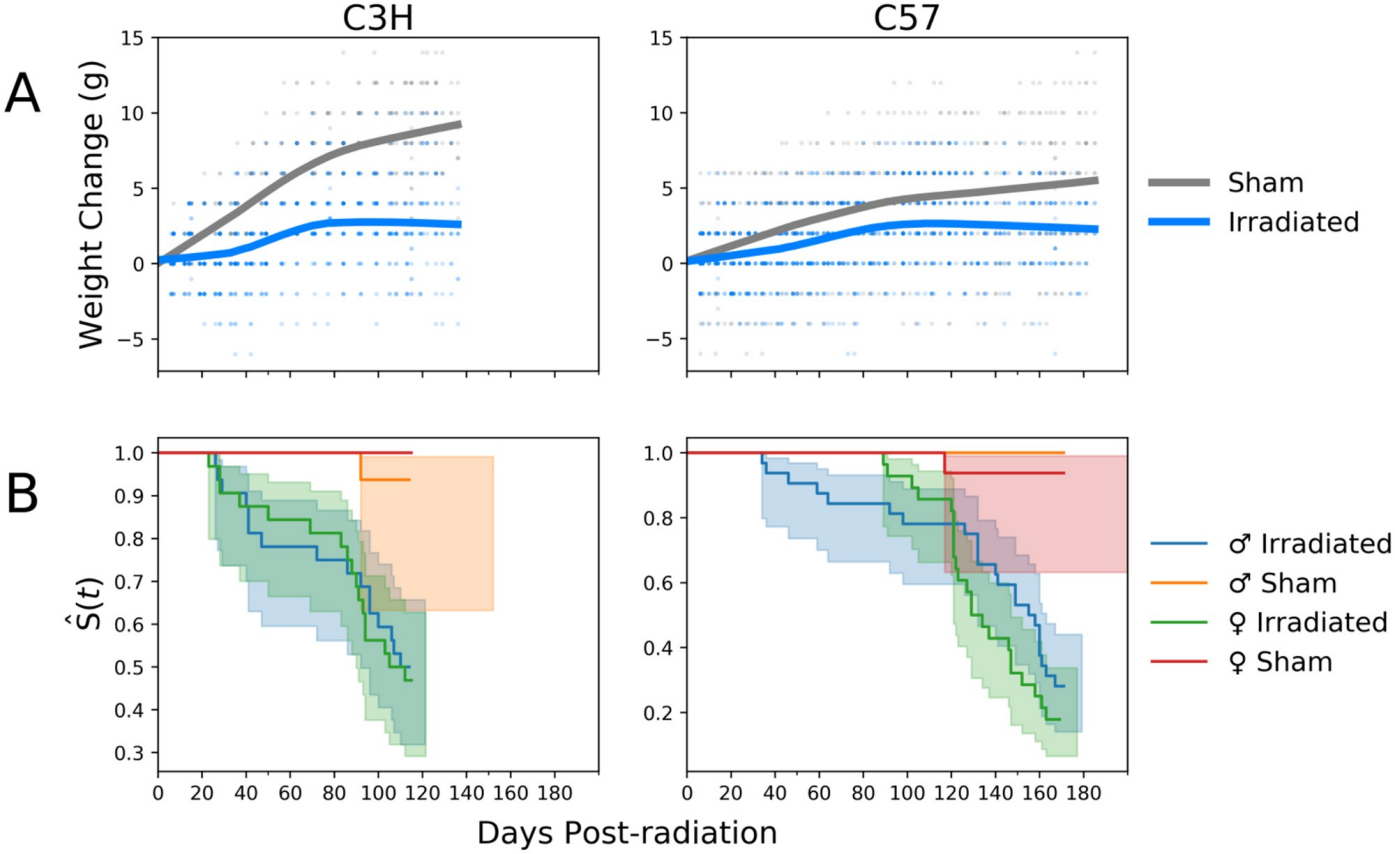
Changes in weight and Kaplan-Meier survival curves for WTLI and sham irradiated C3H and C57 mice by gender. (A) Irradiated mice failed to gain weight compared to sham irradiated controls in both strains. (B) Kaplan-Meier curves show no gender-based differences (C57: p-value = 0.1, C3H: p-value = 0.8, log rank test), with C57 mice surviving longer than C3H, on average.

### Characterization of thoracic injury using histology and microCT

Cohorts of mice reaching the study endpoint (N = 16 C3H; N = 12 C57Bl/6) were examined for radiation-induced heart and lung damage as assessed by microCT and histology. Significant loss of aerated lung volume was widespread amongst irradiated C3H (female) and C57 (male) mice, consistent with the development of radiation-induced pneumonitis or fibrosis (Fig 3). On average, aerated lung volumes relative to total body weight decreased 2.8- and 2.4-fold in C3H and C57 mice, respectively, compared to sham irradiated control animals (p = 0.00017 and p = 0.013). These findings were supported by histopathology detecting obvious signs of cardiac and pulmonary damage in both strains of mice. In lungs, both strains had some elevated collagen deposits as visualized by Masson’s trichrome stain, but this was more consolidated in the C57Bl/6 strain, while the C3H strain showed pneumonitis (Fig 3).

**Fig 3:**
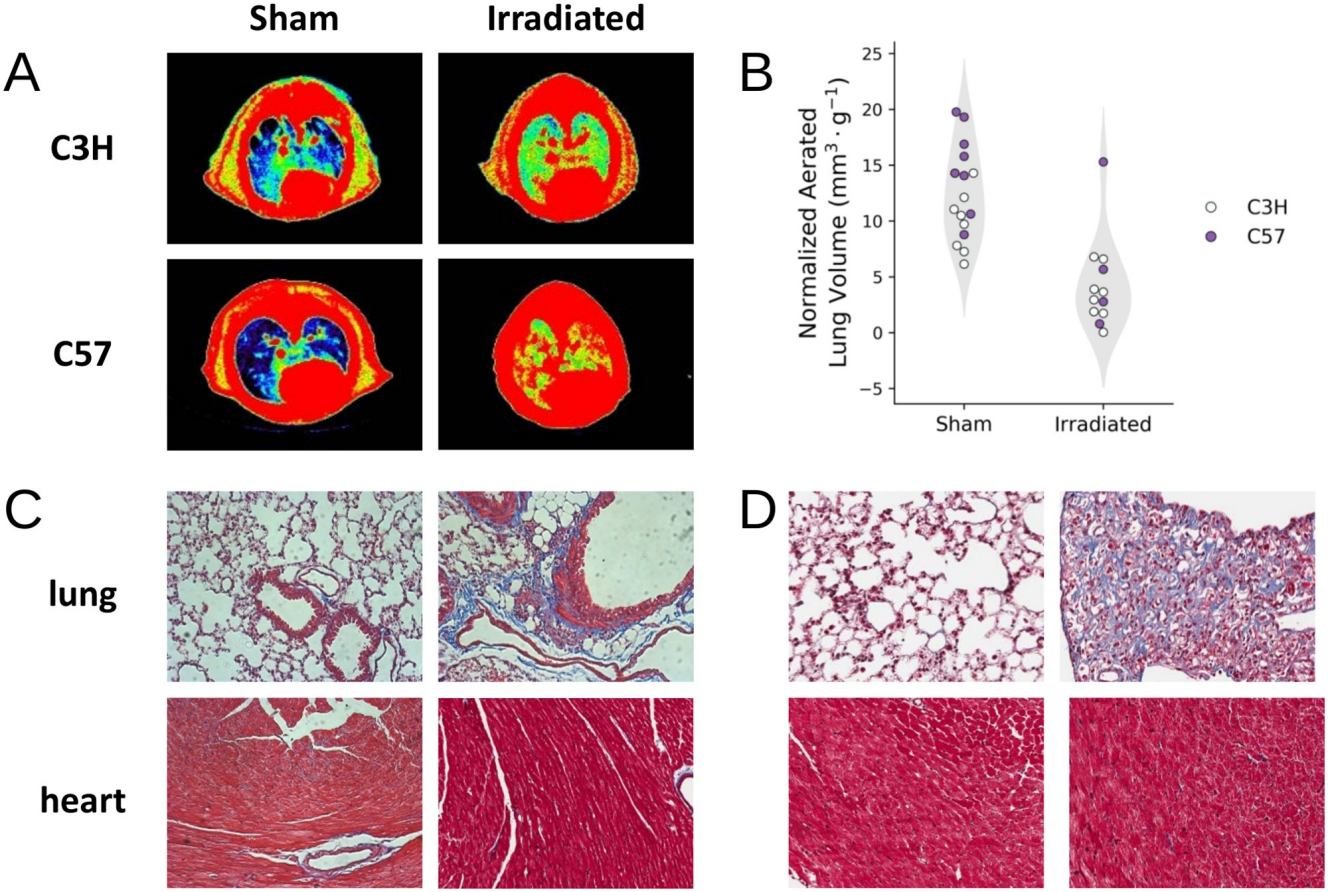
Radiation-induced lung injury was observed in C3H and C57 mice. (A) CT images of the mouse thorax pseudo-colored based on radio-opacity, with the color grading from blue to red representing increased opacity. Using radio-opacity to approximate tissue density, aerated lung volume (blue) is reduced in irradiated animals compared to controls. (B) Quantification of the aerated lung volume, normalized by the animal weight, show that there was a statistically significant reduction in aerated lung volume in irradiated animals (p-value < 0.05). (C and D) Histological sections of C3H (C) and C57Bl/6 (D) heart and lung tissue stained with Masson’s trichrome.

### Differentially expressed miRNA in tissues

Differential expression analysis of next-generation miRNA sequencing data extracted from whole lung and heart homogenates at 4 (C3H) or 6 (C57Bl/6) months post-WTLI revealed significant alterations in miRNA abundance compared to sham irradiated controls, respectively. More changes in miRNA abundance were observed in irradiated C3H mice in both the lung (74 sequences) and heart (26 sequences) than in irradiated C57Bl/6 mice (15 and 3 sequences, respectively, at a p-value cutoff of 0.05 and an absolute fold-change of at least 2.25-fold; Fig 4A–4F). Overlapping tissue-specific radiation-induced patterns of differentially expressed miRNAs that were common to both strains included miR-7b-5p, -10b-5p, -21a, and -34a-5p in lungs and miR-10b-5p and -21-5p in hearts (Fig 4G and 4H). Other tissue-specific responses were similar between these two strains, with C3H mice presenting alterations in RBCs and WBCs miRNA profiles (11 and 3 sequences, p < 0.05) and C57Bl/6 presenting fewer (Fig 4A and 4B). Brain tissue miRNA profiles in C3H and C57Bl/6 showed a similar, relatively minor, response to radiation at these time points (Fig 4A and 4B).

**Fig 4:**
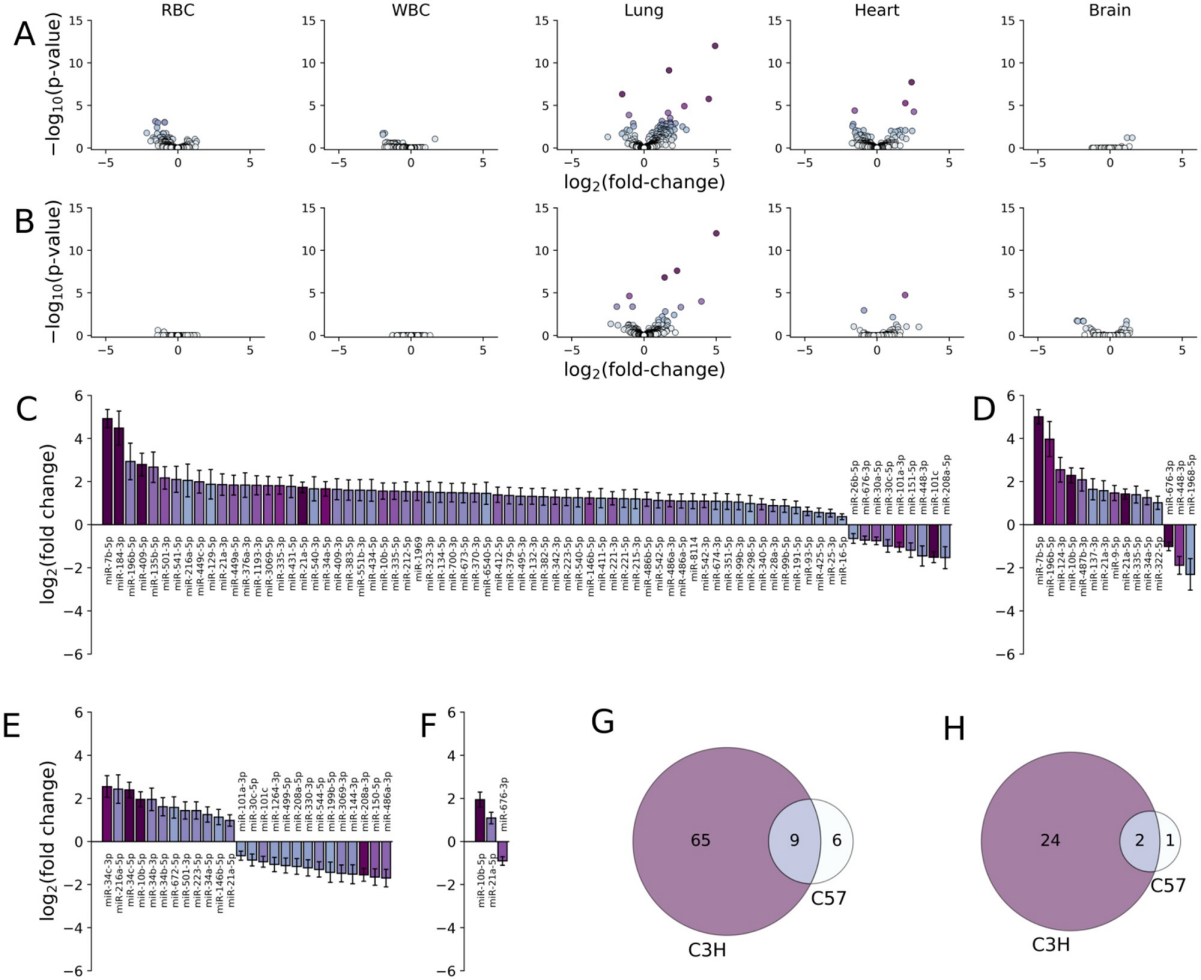
Differentially expressed miRNA in tissues from irradiated mice at the study endpoint compared to controls. Volcano plots showing the log_2_ fold-change versus–log_10_ p-value for each miRNA in C3H (n = 15, at month 4; A) and C57 (n = 20, at month 6; B) mice extracted from the indicated tissue. Significant changes in miRNA expression was observed in lung tissue 4 (C3H) and 6 (C57) months after WTLI. (C and E) Log_2_ fold change in expression for miRNA in lung tissue with statistically significant changes in expression (p-value < 0.05) in WTLI versus control C3H and C57 mice, respectively. (D and F) Log_2_ fold change in expression for miRNA in heart tissue with statistically significant changes in expression (p-value < 0.05) in WTLI versus control C3H and C57 mice, respectively. (G and H) Venn diagrams for miRNA expressed in lung and heart tissue (respectively) in C3H and C57 mice.

### Differentially expressed circulating miRNA

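Plasma was sampled before irradiation, at days 2 and 5 and then monthly, from C3H mice to month 4 and from C57Bl/6 mice to month 6, and the miRNA of each sample was sequenced. Irradiated mice received 13.92 Gy (C3H) or 13.99 Gy (C57Bl/6) to the whole thorax and controls were sham irradiated. Samples came from 64 irradiated and 32 sham C3H mice and 68 irradiated and 32 sham C57Bl/6 mice. Each strain consisted of 2 cohorts of both sexes. Some mice of each cohort were bled at day 2 and the others at day 5, and only cohort 1 has plasma samples after month 1. Of the irradiated C57Bl/6 mice, 4 have no sample before irradiation. They contribute 19 samples from month 1 on. Group sizes fell with time: 17 irradiated C3H mice were sampled at month 4 and 8 irradiated C57Bl/6 mice at month 6, against 16 sham mice in either case.

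The authors deposited the number of reads assigned to each mature miRNA in each sample, without normalization. The table lists 1915 miRNA, and 76.9% of its values are 0. Total reads per sample ranged from 206490 to 11814515 with a median of 1475030. The most abundant miRNA of each sample held a median of 46.2% of its reads. The paper's text does not state whether the molecular identifiers of the library kit were used, so reads are not taken as independent molecules. Reads were normalized by edgeR's TMM method, and the 483 miRNA kept by edgeR's filter on low counts were tested. All samples entered a single model with a mean for each of the 32 combinations of strain, treatment and time point. Irradiated mice were compared with sham mice of the same strain and time point by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. An adjusted p under 0.05 within a strain and time point counts as differentially expressed. Abundance is given as log2 CPM from edgeR (counts scaled to the normalized library size), mean ± SD over mice.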

Circulating plasma miRNA profiles were studied over time after WTLI for comparison with the tissue profiles. 

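Before irradiation, 0 of 483 plasma miRNA differed between C3H mice assigned to irradiation and to sham treatment by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 32 had an unadjusted p under 0.05. The number of differentially expressed miRNA was 24 at day 2 (8 higher and 16 lower in irradiated mice), 15 at day 5 (8 and 7) and 16 at month 1 (8 and 8). It was 3 at month 2, 10 at month 3 and 2 at month 4. The calls at days 2 and 5 shared 7 miRNA, and those at day 5 and month 1 shared 4. Within each cohort alone, 7 and 12 miRNA were called at day 2, 13 and 4 at day 5 and 3 and 8 at month 1 (cohorts 1 and 2). The alternative that moved the day 2 count most was leaving out the females of cohort 1, an alternative chosen after seeing the data. It left 6 miRNA, 6 of them among the 24.

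At day 2, miR-150-5p (Mir150, chromosome 7 from 45121757 to 45121821 in GRCm38, intergenic) was 11.62 ± 0.33 (SD, n = 32) log2 CPM in irradiated and 13.18 ± 0.83 (SD, n = 16) in sham mice, a log2 fold change of -1.70 (standard error 0.14, adjusted p = 4.56e-27) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In the 2 cohorts taken separately it was -1.45 and -1.93. For miR-155-5p (Mir155, chromosome 16 from 84714140 to 84714204, exon of Mir155hg) the log2 fold change was -1.51 (standard error 0.19, adjusted p = 6.26e-13) by the same edgeR test. The largest rise at day 2 was that of miR-202-3p, 2.46 (standard error 0.68, adjusted p = 0.0158) by edgeR, and the largest fall that of miR-107-3p, -1.70 (standard error 0.51, adjusted p = 0.0241). With a block for cohort and sex, chosen after seeing the data, neither passed the threshold: miR-202-3p had 1.03 (adjusted p = 0.456) and miR-107-3p -1.45 (adjusted p = 0.0779) by edgeR. The fitted value of miR-202-3p was 2.61 (adjusted p = 0.0264) in females and -1.46 (adjusted p = 0.83) in males by edgeR. No read of it was found in 13 of 16 irradiated males, so the male value lies at the detection limit and shows no direction. In females its abundance was 5.41 ± 0.41 (SD, n = 16) log2 CPM in irradiated and 2.89 ± 0.69 (SD, n = 8) in sham mice. At day 5, miR-34a-5p (Mir34a, chromosome 4 from 150068454 to 150068555, intergenic) rose from 7.22 ± 0.56 (SD, n = 16) in sham to 8.96 ± 0.68 (SD, n = 32) in irradiated mice, and miR-7b-5p had the largest fall, -1.77 (standard error 0.53, adjusted p = 0.0308) by edgeR. As changes from each mouse's own sample before irradiation, with the mouse as a fixed block in limma-voom, those of miR-202-3p, miR-107-3p and miR-7b-5p did not pass the threshold (adjusted p = 0.0635, 0.494 and 0.246).

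At month 1 the smallest adjusted p was that of miR-18b-5p, with a log2 fold change of 1.46 (standard error 0.17, adjusted p = 1.23e-13) by edgeR. The largest rise was that of miR-6961-3p, 1.82 (standard error 0.55, adjusted p = 0.0323) by edgeR. The largest fall was that of miR-135a-5p, -1.12 (standard error 0.33, adjusted p = 0.0291) by edgeR. At months 2, 3 and 4 the largest fall was that of miR-202-5p (Mir202, chromosome 7 from 139957689 to 139957760, exon of Gm2044), with fitted log2 fold changes of -4.59, -5.05 and -3.30 over both sexes. This miRNA was near the detection limit in males. Among irradiated females no read of it was found in 13 of 15 samples at month 2 and 8 of 8 at month 4, so these fitted values are not precise. The largest rise at month 3 was that of miR-5107-3p, 2.61 (standard error 0.77, adjusted p = 0.0411) by edgeR, and at months 2 and 4 that of miR-34c-3p, 1.24 and 1.08. Again with the mouse as a fixed block in limma-voom, miR-6961-3p and miR-135a-5p did not pass (adjusted p = 0.402 and 0.885), nor did miR-5107-3p at month 3 or miR-202-5p and miR-34c-3p at month 4 (adjusted p = 0.255 and 0.0976), while both passed at month 2 and miR-202-5p at month 3.

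**Figure D1:**
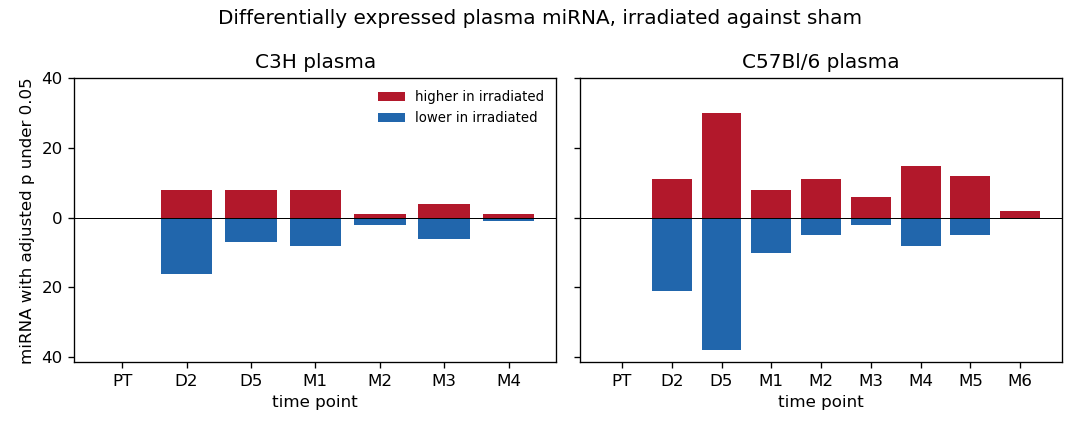
Number of miRNA with an adjusted p under 0.05 in irradiated against sham mice at each time point (PT, before irradiation; D, day; M, month), with bars above 0 for miRNA higher in irradiated mice (red) and bars below 0 for those lower (blue). The tallest bars are at day 5 in C57Bl/6 mice, with 30 higher and 38 lower.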

In C3H mice, differential expression analysis indicated significant changes in the circulating miRNA profile within 48 h of exposure that persisted until day 30, returning to levels consistent with unirradiated controls by day 60 (Fig 5A). C57Bl/6 mice showed a similar early response to irradiation (2 and 5 days) but by day 30, fewer miRNAs remained differentially expressed (e.g. miR-202-5p and miR-216a-5p). 

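In C57Bl/6 mice, 0 miRNA differed before irradiation (25 at an unadjusted p under 0.05), 32 at day 2 (11 higher and 21 lower in irradiated mice), 68 at day 5 (30 and 38) and 18 at month 1 (8 and 10). The calls at days 2 and 5 shared 15 miRNA, 14 of them in the same direction. Those at day 2 and month 1 shared 6, of which 3 changed in the same direction. Taken separately, cohorts 1 and 2 gave 43 and 9 miRNA at day 2, 33 and 96 at day 5 and 12 and 9 at month 1. The day 5 count rests in part on the females of cohort 2. Without them 21 miRNA were called, 17 of them among the 68. At day 2, leaving out the mice of a cohort and sex in turn gave between 11 and 58 miRNA.

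At month 1, miR-216a-5p (Mir216a, chromosome 11 from 28757012 to 28757083 in GRCm38, intron of the lincRNA Gm12082) was 4.09 ± 1.05 (SD, n = 68) log2 CPM in irradiated and 2.34 ± 0.94 (SD, n = 32) in sham mice. Its log2 fold change was 2.07 (standard error 0.27, adjusted p = 1.38e-11) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 2.11 and 2.03 in the 2 cohorts. For miR-202-5p it was -3.10 (standard error 0.48, adjusted p = 3.49e-08) over both sexes by edgeR. In females, miR-202-5p was 1.03 ± 1.02 (SD, n = 36) log2 CPM after irradiation, with no read in 17 samples, and 4.50 ± 0.73 (SD, n = 16) in sham mice. In males it was 0.98 ± 0.95 (SD, n = 32) and 0.69 ± 0.89 (SD, n = 16). The largest rise at month 1 was that of miR-219a-2-3p, 3.87 (standard error 0.61, adjusted p = 5.08e-08) by edgeR. At day 2 the extremes were miR-202-3p, 3.24 (standard error 0.74, adjusted p = 0.000588), and miR-7646-5p, -2.81 (standard error 0.74, adjusted p = 0.00632). At day 5 they were miR-3066-5p, 4.55 (standard error 1.02, adjusted p = 0.000249), and miR-122-3p, -2.69 (standard error 0.87, adjusted p = 0.0187). With the block for cohort and sex, chosen after seeing the data, miR-202-3p at day 2 had 1.55 (adjusted p = 0.276) and miR-122-3p at day 5 -2.33 (adjusted p = 0.0724) by edgeR, both not past the threshold. In females the day 2 value of miR-202-3p was 3.58 (adjusted p = 0.000615) and in males -2.66 (adjusted p = 0.371) by edgeR. No read of it was found in 15 of 16 irradiated males at day 2, so the male value lies at the detection limit and shows no direction. The change from each mouse's own sample before irradiation, with the mouse as a fixed block in limma-voom, gave 1 call at month 1, miR-216a-5p (adjusted p = 2.96e-05). There miR-202-5p and miR-219a-2-3p did not pass (adjusted p = 0.131 and 0.68), nor did miR-202-3p and miR-7646-5p at day 2 (adjusted p = 0.106 and 0.204) or miR-3066-5p and miR-122-3p at day 5 (adjusted p = 0.0606 and 0.716). The paper states that the strains responded alike at first and that fewer miRNA stayed changed in C57Bl/6 mice by day 30.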

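The irradiation effects of both strains were compared at the time points they share. Across the 483 miRNA tested, which are not independent replicates, the log2 fold changes of C3H and C57Bl/6 mice had a Pearson correlation of 0.387 at day 2, 0.284 at day 5 and 0.265 at month 1. Spearman's rho was 0.312, 0.342 and 0.277. No sample is shared between strains. Of the 44 miRNA called in at least 1 strain at day 2, 43 changed in the same direction in both and 12 were called in both. At day 5 the direction was shared by 66 of 77 and 6 were called in both, and at month 1 by 28 of 32 with 2 called in both. At months 2, 3 and 4 the Pearson correlation was 0.324, 0.34 and 0.171 and Spearman's rho 0.236, 0.222 and 0.116, and the direction was shared by 13 of 16, 11 of 15 and 14 of 23 called miRNA. Over all time points after irradiation, 130 distinct miRNA were called, 47 in C3H and 107 in C57Bl/6 mice, with 24 in both. The number of called miRNA over a 2.5-fold change, the limit of Fig. 5B, was 40. Of the 35 miRNA drawn in Fig. 5B, 22 were called and 14 passed that limit. The figure's caption gives a p-value under 0.05 without naming an adjustment, so its threshold may be less strict than the adjusted p used here.

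**Figure D2:**
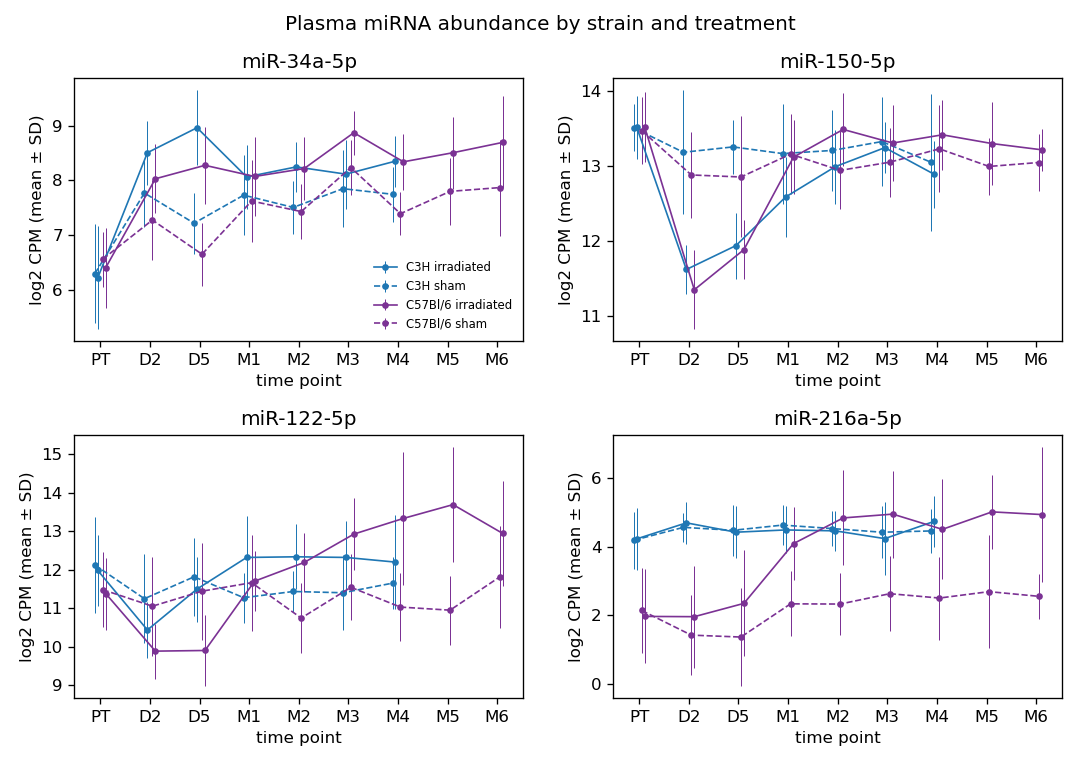
Plasma abundance of 4 miRNA in log2 CPM at each time point (PT, before irradiation; D, day; M, month), mean ± SD over mice, in C3H (blue) and C57Bl/6 (purple) mice, irradiated (solid lines) and sham (dashed lines). The solid lines of miR-34a-5p lie above the dashed lines at day 5, and those of miR-150-5p below them at days 2 and 5, in both strains.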

Interestingly, many of the differentially expressed miRNA showed similar temporal expression profiles in both strains (Fig 5B). For example, expression profiles of circulating miR-18b-5p, the miR-34 family members, miR-142a-3p and -5p, miR-150-5p, miR-155-5p, and miR-202-5p were nearly identical in pattern and magnitude for C3H and C57Bl/6 mice. 

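The difference between strains in the irradiation effect was tested for each miRNA over the 6 shared time points after irradiation, with an F test in the edgeR model and Benjamini-Hochberg adjustment. Of the 11 miRNA named here, counting the 5 mature members of the miR-34 family that were tested, 1 passed an adjusted p of 0.05 over all 483 miRNA, and 1 when adjusted over the list alone. The study chose this list on these samples, so the second count is not independent evidence. The miRNA was miR-150-5p (adjusted p = 0.000198 over all miRNA by edgeR). Its effect in C57Bl/6 minus that in C3H mice was 0.57 (standard error 0.15) at month 1, and it was 0.15 at day 2, 0.20 at day 5, 0.76 (standard error 0.21) at month 2, 0.42 at month 3 and 0.50 at month 4. The strain difference of miR-150-5p passed the threshold in 11 of 12 alternative analyses, with adjusted p from 4.84e-05 to 0.432. The analysis in which it did not pass was the change from each mouse's own sample before irradiation, with the mouse as a fixed block in limma-voom.

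At day 2, miR-34a-5p had a log2 fold change of 0.71 (standard error 0.21, adjusted p = 0.0201) in C3H and 0.70 (standard error 0.21, adjusted p = 0.017) in C57Bl/6 mice by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For miR-150-5p in C57Bl/6 mice it was -1.55 (standard error 0.15, adjusted p = 9.72e-23) at day 2 and -1.10 (standard error 0.15, adjusted p = 3.07e-11) at day 5 by edgeR. For miR-155-5p in C57Bl/6 mice it was -1.15 (standard error 0.19, adjusted p = 2.77e-07) at day 2 and -1.41 (standard error 0.19, adjusted p = 4.19e-11) at day 5. At month 1, miR-18b-5p had a value of 0.97 (standard error 0.17, adjusted p = 1.01e-06) in C57Bl/6 mice. The effect of miR-34c-3p passed the threshold at 6 of 6 time points in C3H and 6 of 8 in C57Bl/6 mice, and that of miR-142a-3p at 1 of 6 and 1 of 8. In that same fixed block fit, miR-34a-5p at day 2 in C3H (adjusted p = 0.166) and miR-18b-5p at month 1 in C57Bl/6 mice (adjusted p = 0.131) did not pass.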

Other miRNA, including miR-106a-5p, miR-122-5p, and miR-375-3p showed similar overall longitudinal patterns, albeit at different magnitudes (two-way ANOVA). 

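In the same F test for a strain difference, the edgeR adjusted p over all miRNA was 4.10e-09 for miR-122-5p, 3.51e-05 for miR-375-3p and 0.0112 for miR-106a-5p. At day 2, miR-375-3p (Mir375, chromosome 1 from 74900658 to 74900721 in GRCm38) rose by a log2 fold change of 1.16 (standard error 0.18, adjusted p = 1.86e-08) in C3H and 2.37 (standard error 0.19, adjusted p = 7.38e-30) in C57Bl/6 mice by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its abundance was 11.07 ± 0.81 (SD, n = 32) against 9.99 ± 0.69 (SD, n = 16) log2 CPM in irradiated and sham C3H mice, and 11.69 ± 0.78 (SD, n = 32) against 9.46 ± 0.41 (SD, n = 16) in C57Bl/6 mice. In cohorts 1 and 2 the fold change was 1.21 and 1.11 in C3H and 2.44 and 2.29 in C57Bl/6 mice. For miR-122-5p (Mir122, chromosome 18 from 65248861 to 65248926, exon of the lincRNA AC157910.3) the value at day 2 was -1.06 (standard error 0.31, adjusted p = 0.0213) in C3H and -1.69 (standard error 0.31, adjusted p = 5.52e-06) in C57Bl/6 mice by edgeR. At month 1 the values had opposite signs, 1.33 (standard error 0.24, adjusted p = 6.55e-06) in C3H and -0.55 (standard error 0.22, adjusted p = 0.141) in C57Bl/6 mice, and at month 4 they were 0.84 (standard error 0.37, adjusted p = 0.403) and 2.97 (standard error 0.38, adjusted p = 5.39e-12) by edgeR. At month 5 the C57Bl/6 value was 3.23 (standard error 0.39, adjusted p = 3.64e-13). The strain difference of miR-106a-5p passed the threshold in 11 of 12 alternative analyses (adjusted p from 0.00143 to 0.245). At month 1, miR-106a-5p (Mir106a, chromosome X from 52742503 to 52742567) had a log2 fold change of 1.12 (standard error 0.15, adjusted p = 3.66e-11) in C3H mice by edgeR. Its X-linked neighbor miR-20b-5p had 0.89 (standard error 0.15, adjusted p = 5.47e-07). These mature sequences resemble those of a paralogous cluster that includes miR-17-5p and miR-18a-5p, and how the authors' counting treated reads that match both is not stated in the paper's text.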

The temporal abundance of a few miRNA sequences showed statistically significant strain differences, such as the longitudinal increase in miR-216a-5p abundance in C57Bl/6 mice alone. 

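The irradiation effect differed between strains for 21 of 483 miRNA at an adjusted p under 0.05 by edgeR's F test, and 57 had an unadjusted p under 0.05. Of the miRNA drawn in Fig. 5B, 6 passed over all miRNA tested and 6 when adjusted over the list alone, a list that the study chose on these samples. They were miR-216a-5p, miR-122-5p, miR-375-3p, miR-150-5p, miR-802-5p and miR-106a-5p. Of these, miR-802-5p passed in the fewest alternative analyses, 9 of 12. It did not with the paper's normalization and limma (adjusted p = 0.103), nor with the mouse as a replicate block in limma-voom (adjusted p = 0.0599) or as a fixed block in limma-voom (adjusted p = 0.766). The alternative that moved the number of miRNA most was analysis without a filter on low counts, which gave 207. Without the C57Bl/6 females of cohort 2 at day 5, 17 miRNA differed, 16 of them among those found with all mice. The smallest adjusted p was that of miR-216a-5p (1.54e-20 by edgeR). Its log2 fold change in C57Bl/6 mice was 3.06 (standard error 0.40, adjusted p = 1.43e-11) at month 2, 2.43 (standard error 0.38, adjusted p = 4.81e-08) at month 3 and 2.30 (standard error 0.38, adjusted p = 6.55e-07) at month 4 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In C3H mice miR-216a-5p was called at 0 of 6 time points after irradiation, with 0 at an unadjusted p under 0.05. At month 2 its abundance was 4.83 ± 1.38 (SD, n = 36) log2 CPM in irradiated and 2.33 ± 0.91 (SD, n = 16) in sham C57Bl/6 mice, and 4.46 ± 0.58 (SD, n = 28) and 4.52 ± 0.50 (SD, n = 16) in C3H mice. Sham C57Bl/6 mice had fewer reads of this miRNA than sham C3H mice at each of the shared time points. All samples after month 1 came from cohort 1, so no comparison between cohorts can be made there.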

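In C57Bl/6 mice, 16 plasma miRNA were differentially expressed at month 2 (11 higher and 5 lower in irradiated mice), 8 at month 3 (6 and 2), 23 at month 4 (15 and 8), 17 at month 5 (12 and 5) and 2 at month 6, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Months 3 and 4 shared 6 called miRNA and months 4 and 5 shared 12, all in the same direction. The number of irradiated mice sampled was 31 at month 3, 29 at month 4 and 21 at month 5. The largest rises were those of miR-216b-5p at month 2, 3.21 (standard error 0.82, adjusted p = 0.0057), miR-7687-3p at month 3, 3.58 (standard error 0.81, adjusted p = 0.00099), and miR-208a-3p at month 4, 4.06 (standard error 0.88, adjusted p = 0.00032), by edgeR. At month 5 it was again miR-216b-5p, 4.19 (standard error 0.88, adjusted p = 0.000178), and at month 6 miR-217-5p, 3.91 (standard error 0.71, adjusted p = 9.85e-06). The largest fall at months 2 to 5 was that of miR-202-5p, from fitted values of -2.84 at month 5 to -4.58 at month 3. No read of it was found in 13 of 20 irradiated females at month 2 and 8 of 9 at month 5. At month 6, miR-216a-5p had a log2 fold change of 3.03 (standard error 0.46, adjusted p = 2.70e-08) by edgeR. Of the irradiated mice, 1 had 0 reads of it among 2239071, and without that mouse the value was 3.22 (standard error 0.46). At month 5 the value was 1.53 (standard error 0.37, adjusted p = 0.00284), and by sex it was 0.57 (adjusted p = 0.588) in females and 2.53 (adjusted p = 0.000558) in males by edgeR. With the mouse as a fixed block in limma-voom, the month 5 value over both sexes was 2.74 (adjusted p = 1.57e-05). The test of sex differences did not cover month 5. Without the 4 mice that have no sample before irradiation, 8 miRNA were called at month 5, 8 higher and 0 lower, and miR-202-5p was no longer past the threshold. As changes from each mouse's own sample before irradiation, with the mouse as a fixed block in limma-voom, the rises of miR-216b-5p at month 2, miR-7687-3p at month 3 and miR-208a-3p at month 4 did not pass (adjusted p = 0.242, 0.463 and 0.286). The fall of miR-202-5p did not pass at months 2, 4 and 5 (adjusted p = 0.051, 0.194 and 0.614) and passed at month 3 (adjusted p = 0.00211), and miR-216a-5p passed at months 5 and 6.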

Of note, in this strain there was a second, delayed and persistent (day 90–150) increase in differentially expressed miRNA until the study endpoint for this strain (day 180), which was not observed in C3H mice within their specific endpoint (day 120; Fig 5A). Some differentially expressed circulating miRNAs were also differentially expressed in lung tissues: miR-335-5p and -34a-5p were differentially expressed in both strains; miR-135b-5p, -216a-5p, -431-5p, and -542-5p in C3H; and, miR-1968-5p was also downregulated in C57Bl/6. Similarly, the circulating markers miR-34a-5p, -34b-3p, -34c-3p, -150-5p, -199b-5p, and -216a-5p were also differentially expressed in C3H heart tissue.

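In plasma at day 2, miR-335-5p (Mir335, chromosome 6 from 30741299 to 30741396 in GRCm38, intron of Mest) was not past the threshold in either strain, and in C57Bl/6 mice it was differentially expressed at 3 of 8 time points, among them month 3 with a log2 fold change of 1.10 (standard error 0.24, adjusted p = 0.000769) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In C3H plasma it was called at 0 of 6 time points, with an unadjusted p under 0.05 at 3. The miR-34a-5p effect passed the threshold at 2 of 6 time points in C3H and 5 of 8 in C57Bl/6 mice. For miR-135b-5p, miR-431-5p and miR-542-5p in C3H plasma the number was 0 of 6, 0 of 6 and 0 of 6, with 0, 0 and 1 time points at an unadjusted p under 0.05. In C57Bl/6 plasma it was 0 of 8, 0 of 8 and 1 of 8. In the same plasma, miR-1968-5p (Mir1968, chromosome 8 from 13189031 to 13189098, intron of Grtp1) had a log2 fold change of -1.72 (standard error 0.63, adjusted p = 0.046) at day 5 by edgeR. Its adjusted p was over 0.05 in 7 other analyses, limma-voom among them, and also in the fit with a block for cohort and sex, which was chosen after seeing the data. The tissue samples were not analysed here.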

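In C3H plasma, miR-34b-3p (Mir34b, chromosome 9 from 51103562 to 51103645 in GRCm38) rose at day 2 by a log2 fold change of 1.61 (standard error 0.28, adjusted p = 1.33e-06), and miR-34c-3p (Mir34c, chromosome 9 from 51103034 to 51103110) by 1.92 (standard error 0.26, adjusted p = 1.25e-10), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Their abundance was 5.37 ± 0.95 (SD, n = 32) and 5.86 ± 1.04 (SD, n = 32) log2 CPM in irradiated mice, against 3.98 ± 0.63 (SD, n = 16) and 4.27 ± 0.47 (SD, n = 16) in sham mice. In cohorts 1 and 2 the values were 1.62 and 1.59 for miR-34b-3p and 1.89 and 1.97 for miR-34c-3p. As a change from each mouse's own sample before irradiation, with the mouse as a fixed block in limma-voom, the day 2 effect of miR-34b-3p did not pass the threshold (adjusted p = 0.0854) and that of miR-34c-3p did (adjusted p = 7.89e-06). The miR-150-5p effect in C3H plasma at day 5 was -1.29 (standard error 0.15, adjusted p = 1.48e-15) by edgeR. For miR-199b-5p it was -0.55 (standard error 0.32, adjusted p = 0.393) at day 2, and it was past the threshold at 0 of 6 time points, with 0 at an unadjusted p under 0.05. Its values are uncertain, since the hairpins of miR-199b and miR-199a share a stretch of 28 bases and reads could be split between them. Whether that stretch covers the mature sequence was not tested.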

**Fig 5:**
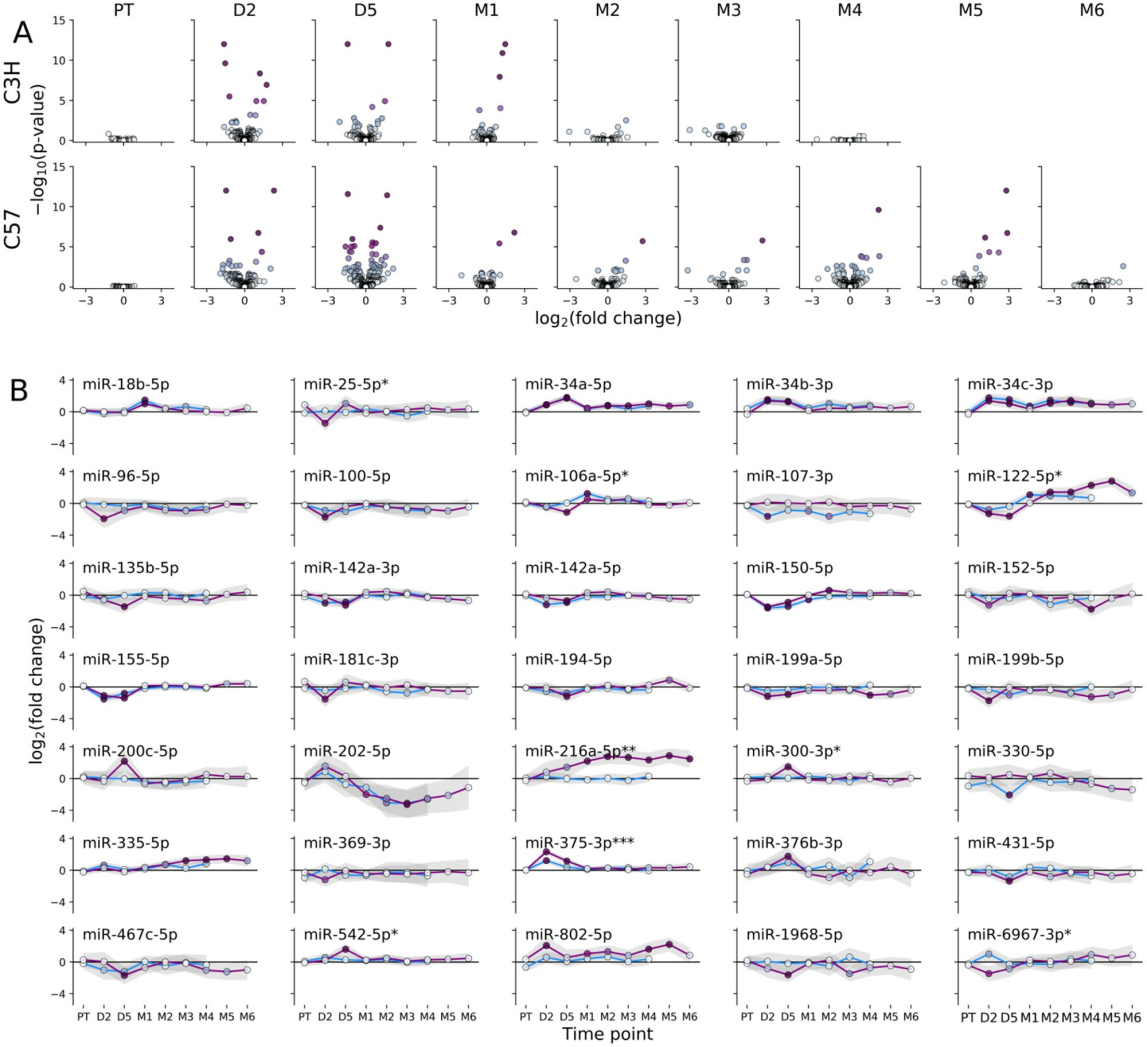
Differentially expressed miRNA in plasma from irradiated mice during the first four to six months after exposure. (A) Volcano plots showing the log_2_ fold-change versus–log_10_ p-value for plasma miRNA in WTLI versus sham irradiated controls at the indicated time points and strains. (B) Temporal expression profile for differentially expressed miRNA (> 2.5-fold change in expression and p-value < 0.05) in plasma for C3H (blue line) or C57 (purple line) mice. Statistical differences between strains were evaluated by two-way ANOVA and indicated with an asterisk (* indicates 0.005 ≤ p-value < 0.05, ** indicates 0.0005 ≤ p-value < 0.005, *** indicates p-value < 0.0005).

### Functional roles of differentially expressed miRNA

To dissect the mechanistic role of these miRNA, we examined the KEGG pathways associated with differentially expressed miRNA. This approach has been recently used to understand the role of differentially expressed miRNA following radiation injury in the rat esophagus and mouse lung [42,43]. While only about 20% of differentially expressed miRNA in plasma were also differentially expressed in irradiated lung tissue, the pathways in question are incredibly similar. The majority of the affected pathways are associated with signal transduction (e.g. FoxO, Hippo, and ErbB signal transduction, Fig 6). Immune system pathways (e.g. T cell receptor signaling) and the endocrine system (e.g. insulin and GnRH signaling pathways) were also implicated, as was metabolism (e.g. fatty acid biosynthesis, lysine degradation), and cellular processes (e.g. adherens junction, regulation of actin cytoskeleton; Fig 6). Similar pathways were predicted to be disrupted in the heart in both strains (e.g. MAPK signaling, regulation of actin cytoskeleton, and fatty acid metabolism). Indeed, all of the differentially expressed miRNA in the C57Bl/6 heart were also differentially expressed in the lung (Fig 4D and 4F).

**Fig 6:**
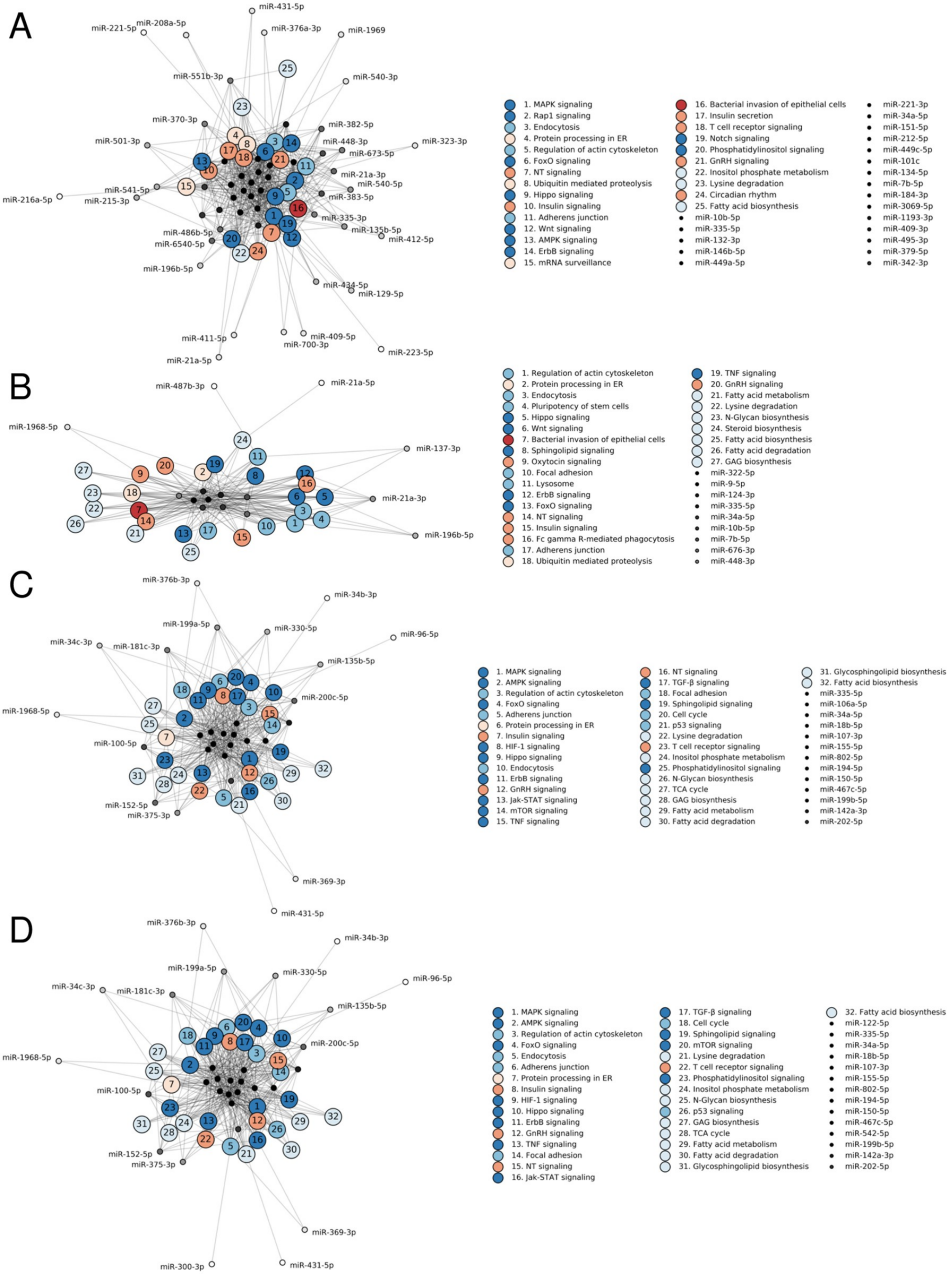
Predicted KEGG pathways for differentially expressed miRNA in lung tissue and plasma. KEGG pathways associated with differentially expressed miRNA in whole lung tissue from C3H (A) and C57 (B) mice and in plasma from C3H (C) and C57 (D) mice. KEGG pathways are sorted, from high to low, by the number of miRNA sequences predicted to interact with key pathway genes. Pathway nodes are colored by function, from blue to red: environmental information processing (i.e. signal transduction), cellular processes, metabolism, genetic information processing, organismal systems (i.e. immune and endocrine systems), and disease.

### Predicting survival based on the circulating miRNA profile

To identify miRNA that could predict the risk of an individual animal for developing severe late radiation tissue damage, we developed a Cox proportional hazards model for predicting survival on the basis of relative circulating miRNA abundance. For each strain, a model was fit to the miRNA expression data of differentially expressed miRNA at day 2, day 5, month 1, and month 2, and the ability of the model to rank the animals by hazard based on the miRNA profile at that time point was evaluated. Models that were able to predict survival with reasonable accuracy were identified using day 2 miRNA expression in C3H mice (92% accuracy) and day 5 miRNA expression in C57Bl/6 mice (89% accuracy). This is consistent with the peak in differential expression abundance for each strain (Fig 5A). 

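The count of differentially expressed miRNA was highest at day 2 in C3H mice (24) and at day 5 in C57Bl/6 mice (68) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. When the fit was restricted to the 2 groups compared, 42 miRNA were called at day 5 and 15 at day 2 in C57Bl/6 mice, and 35 at day 2 and 24 at day 5 in C3H mice. With the paper's normalization and limma the C3H counts at days 2 and 5 were equal, 21 each, and without a filter on low counts the C3H count was highest at month 3. The highest count in C57Bl/6 mice was at day 5 in each of these fits. The order differed between cohorts. In C57Bl/6 mice, cohort 1 alone gave more calls at day 2 than at day 5 and cohort 2 fewer, and in C3H mice cohort 1 gave fewer at day 2 than at day 5 and cohort 2 more. The survival times of the mice were not used here.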

The accuracy of models at the month 1 and 2 time points were slightly lower (83–87%; Table 1). With the models in hand, we examined the miRNA that contribute most strongly to the survival prediction, including miR-34a-5p, -34b-3p, -96-5p, -100-5p, -122-5p, -150-5p, -199a-5p, -199b-5p, and -802-5p. 

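The plasma abundance of these miRNA at days 2 and 5 was divided at the median of the 48 mice of a strain sampled on that day, 32 irradiated and 16 sham, for the 12 combinations of strain, day and miRNA in Fig. 7. The paper's text does not say whether sham mice were among those divided. In 10 of the 12 divisions the share above the median differed between irradiated and sham mice (two-sided Fisher's exact test, Benjamini-Hochberg adjusted over the 12). The paper fitted its survival models to differentially expressed miRNA, so this count follows in part from how these miRNA were chosen. Survival times were not used here. The presence of a plasma sample at the last month, month 4 for C3H and month 6 for C57Bl/6 mice, was used as a record of follow-up, which is not the same as survival. It was compared in the 16 irradiated mice of cohort 1 bled on each day by a two-sided exact permutation test of the difference in mean abundance. Of the irradiated cohort 1 mice with a sample before irradiation, 17 of 32 C3H and 8 of 32 C57Bl/6 mice had such a sample. Of the 12 tests, 2 passed an adjusted p of 0.05, for miR-100-5p at day 2 in C3H and miR-96-5p at day 2 in C57Bl/6 mice. For miR-96-5p the abundance was 3.11 ± 0.58 (SD, n = 4) log2 CPM in irradiated mice with a later sample and 0.84 ± 1.11 (SD, n = 12) in those without (exact permutation p = 0.0022, adjusted 0.0264). Against the month before the last, the difference of miR-96-5p was 0.89 (exact permutation p = 0.192). In that division the mice with a sample were mostly males and those without mostly females, so it is confounded with sex. As a change from the mouse's own sample before irradiation, the difference of miR-96-5p was 1.45 (exact permutation p = 0.148). With that change in place of the abundance, 0 of the 12 tests passed.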

For each strain, mice were divided into two cohorts based on expression of these miRNA above or below the median abundance at the day 2 and 5 time points (Fig 7). In both C3H and C57Bl/6 mice, elevated expression of miR-34a-5p at day 5 was associated with reduced survival. Similarly, high levels of circulating miR-34b-3p at day 2 were associated with reduced survival in C57Bl/6 mice. 

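At day 5, miR-34a-5p lay above the median in 24 of 32 irradiated and 0 of 16 sham mice in either strain (Fisher's exact test, adjusted p = 2.61e-06). The log2 fold change was 1.80 (standard error 0.22, adjusted p = 1.82e-13) in C3H and 1.70 (standard error 0.22, adjusted p = 1.59e-11) in C57Bl/6 mice by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 1.59 and 1.93 in the C3H cohorts and 1.30 and 2.03 in the C57Bl/6 cohorts. In C3H mice, miR-34a-5p was 8.16 ± 0.38 (SD, n = 7) log2 CPM in irradiated mice with a later sample and 8.70 ± 0.61 (SD, n = 9) in those without (exact permutation p = 0.0414, adjusted 0.166). Against the presence of a month 3 sample, it was 8.28 ± 0.34 (SD, n = 13) log2 CPM in irradiated C3H mice with one and 9.28 ± 0.78 (SD, n = 3) in those without (exact permutation p = 0.00179, adjusted 0.0214). In C57Bl/6 mice it was 8.12 ± 0.50 (SD, n = 4) log2 CPM in irradiated mice with a later sample and 7.96 ± 0.52 (SD, n = 12) in those without (exact permutation p = 0.619).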

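At day 2 in C57Bl/6 mice, miR-34b-3p lay above the median in 19 of 32 irradiated and 5 of 16 sham mice (Fisher's exact test, adjusted p = 0.125). Its log2 fold change was 0.73 (standard error 0.27, adjusted p = 0.0709) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.49 and 0.89 in cohorts 1 and 2. As a change from each mouse's own sample before irradiation, with the mouse as a fixed block in limma-voom, it was 1.21 (adjusted p = 0.012), past the threshold. Its abundance was 5.42 ± 0.53 (SD, n = 4) log2 CPM in irradiated mice with a later sample and 4.98 ± 1.02 (SD, n = 12) in those without (exact permutation p = 0.434). Against the presence of a month 5 sample the difference had the other sign, -0.46 (exact permutation p = 0.336). Mice with a month 5 sample were mostly males and those without mostly females, so sex may contribute to this sign. As a change from the mouse's own sample before irradiation, the difference by month 6 sample was 1.58 (exact permutation p = 0.017, adjusted 0.204).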

Members of the miR-199 family, miR-199a-5p and -199b-5p, had lower circulating abundance in animals with reduces survival in C57Bl/6 mice at day 5 and C3H mice at day 2, respectively. 

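At day 5 in C57Bl/6 mice, miR-199a-5p lay above the median in 11 of 32 irradiated and 13 of 16 sham mice (Fisher's exact test, adjusted p = 0.00749), with a log2 fold change of -0.94 (standard error 0.26, adjusted p = 0.00429) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. As a change from each mouse's own sample before irradiation, with the mouse as a fixed block in limma-voom, this effect did not pass the threshold (adjusted p = 0.286). At day 2 in C3H mice, miR-199b-5p lay above the median in 12 of 32 irradiated and 12 of 16 sham mice (Fisher's exact test, adjusted p = 0.0366). The abundance of miR-199b-5p was 4.63 ± 0.52 (SD, n = 10) log2 CPM in irradiated mice with a later sample and 3.96 ± 0.77 (SD, n = 6) in those without (exact permutation p = 0.0588, adjusted 0.176). For miR-199a-5p it was 5.70 ± 0.68 (SD, n = 4) log2 CPM in irradiated mice with a later sample and 5.34 ± 1.14 (SD, n = 12) in those without (exact permutation p = 0.565). The mature forms of both miRNA could share reads, which was not tested.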

Lower levels of miR-150-5p were associated with reduced survival in C3H mice at day 2 and 5. In these mice, miR-100-5p was important for predicting survival for both day 2 and 5, but only at day 2 was the difference statistically significant (log rank test) using median abundance as the threshold. 

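In C3H mice, miR-150-5p lay above the median in 9 of 32 irradiated and 15 of 16 sham mice at day 2 (Fisher's exact test, adjusted p = 8.55e-05) and in 8 of 32 irradiated and 16 of 16 sham mice at day 5 (adjusted p = 2.61e-06 by the same exact test). Its abundance at day 2 was 11.64 ± 0.45 (SD, n = 10) log2 CPM in irradiated mice with a later sample and 11.66 ± 0.20 (SD, n = 6) in those without (exact permutation p = 0.927). At day 5 it was 11.86 ± 0.38 (SD, n = 7) log2 CPM in irradiated mice with a later sample and 11.75 ± 0.44 (SD, n = 9) in those without (exact permutation p = 0.607). As a change from the mouse's own sample before irradiation, the day 2 difference had the other sign, 0.28.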

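In C3H mice, miR-100-5p (Mir100, chromosome 9 from 41531425 to 41531504 in GRCm38) lay above the median in 13 of 32 irradiated and 11 of 16 sham mice at day 2 (Fisher's exact test, adjusted p = 0.125). The corresponding numbers at day 5 were 12 of 32 irradiated and 12 of 16 sham mice (Fisher's exact test, adjusted p = 0.0366). The log2 fold change was -1.05 (standard error 0.34, adjusted p = 0.0468) at day 2 and -0.82 (standard error 0.36, adjusted p = 0.311) at day 5 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The day 2 effect was not past the threshold in 6 other analyses, limma-voom among them, and also in the fit with a block for cohort and sex, which was chosen after seeing the data. The day 2 abundance of miR-100-5p was 4.59 ± 0.51 (SD, n = 10) log2 CPM in irradiated mice with a later sample and 3.49 ± 1.04 (SD, n = 6) in those without (exact permutation p = 0.00812, adjusted 0.0487). With the change from the mouse's own sample before irradiation in place of the abundance, the difference was 0.64 (exact permutation p = 0.338). At day 5 the abundance was 2.95 ± 0.99 (SD, n = 7) log2 CPM in irradiated mice with a later sample and 3.59 ± 0.42 (SD, n = 9) in those without (exact permutation p = 0.106).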

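In C57Bl/6 plasma at day 2, miR-802-5p (Mir802, chromosome 16 from 93369720 to 93369816 in GRCm38) lay above the median in 21 of 32 irradiated and 3 of 16 sham mice (Fisher's exact test, adjusted p = 0.00749), and its log2 fold change was 2.04 (standard error 0.38, adjusted p = 9.12e-06) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At day 5, miR-122-5p lay above the median in 11 of 32 irradiated and 13 of 16 sham mice, and its log2 fold change was -1.74 (standard error 0.31, adjusted p = 1.36e-06) by edgeR. In cohorts 1 and 2 the fold changes were 2.12 and 1.97 for miR-802-5p and -1.70 and -1.78 for miR-122-5p. In the comparison by later sampling, miR-802-5p was 2.37 ± 2.50 (SD, n = 4) log2 CPM in irradiated mice with a later sample and 3.26 ± 1.81 (SD, n = 12) in those without (exact permutation p = 0.462). It was lower in the irradiated mice with a month 5 sample than in those without (exact permutation p = 0.0391, adjusted 0.234). Most of the day 2 mice with a month 5 sample were males and most without were females. The test did not keep the sexes apart, so sex and later sampling cannot be told apart there. For miR-122-5p the values were 9.59 ± 1.08 (SD, n = 4) log2 CPM in irradiated mice with a later sample and 10.01 ± 1.16 (SD, n = 12) in those without (exact permutation p = 0.546).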

In C57Bl/6 mice, high levels of miR-802-5p and low levels of miR-122-5p were associated with reduced survival at day 2 and 5, respectively.

**Fig 7:**
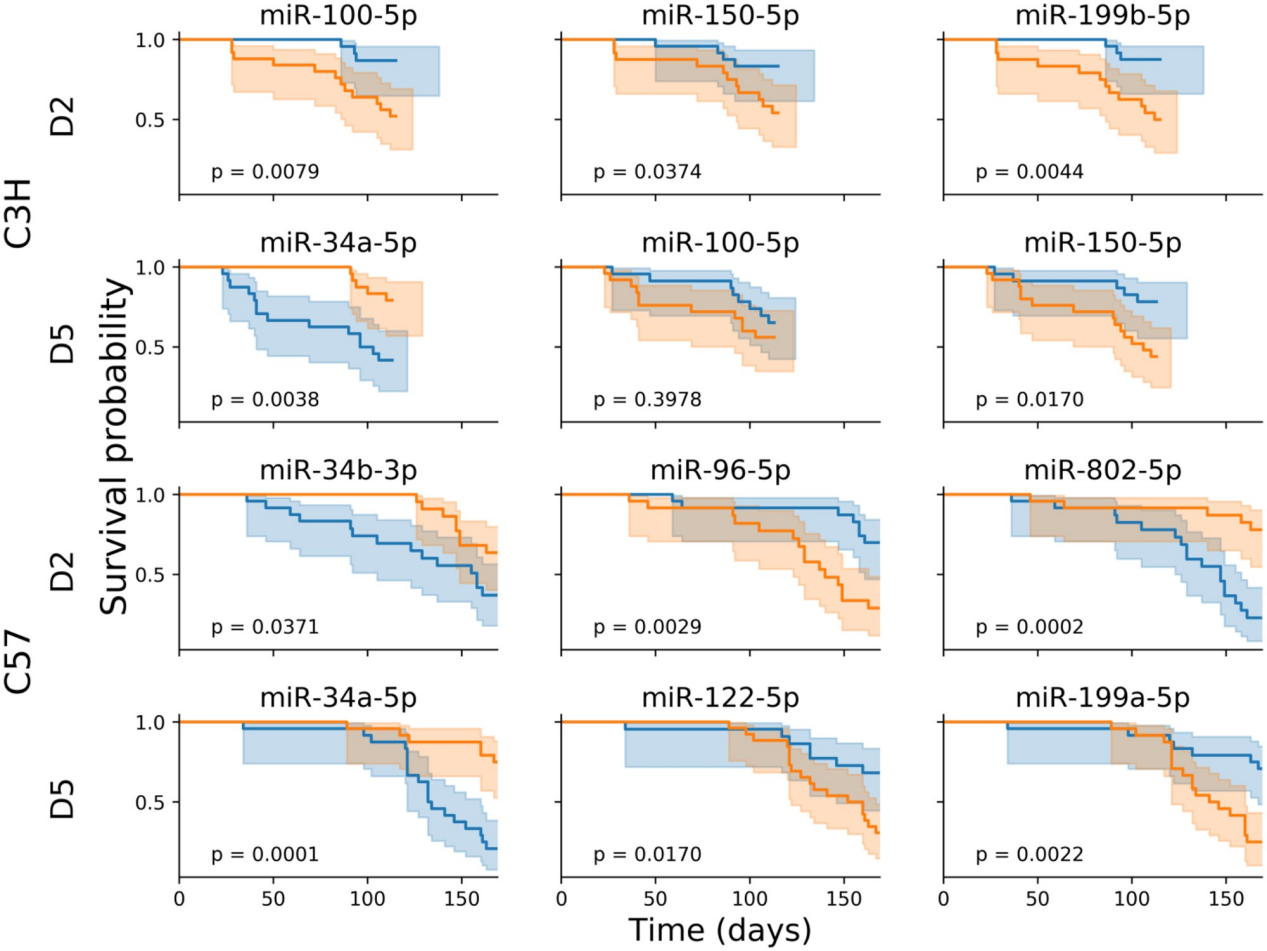
Differences in survival probability for mice with miRNA expression above or below the median abundance. For each strain and time point, key miRNA in a Cox proportional hazard model were identified. Mice were divided into two cohorts based on expression above (blue) or below (orange) the median abundance. In most cases, the difference in survival between these two cohorts was statistically significant (log rank test), suggesting a role for these miRNAs as potential biomarkers for early identification of late organ injury following exposure to ionizing radiation.

**Table 1:** Accuracy of Cox proportional hazard models fit to miRNA expression profiles at the indicated time points. Optimism correction was performed using Harrell’s bootstrap method to minimize overfitting [44]. The accuracy is the ability of the model to rank mice in order of survival.

	PT	DAY 2	DAY 5	MONTH 1	MONTH 2
**C3H**	80%	92%	82%	87%	86%
**C57BL/6**	80%	88%	88%	85%	86%

## Discussion

Predicting late adverse reactions to radiation exposure long before they manifest opens the possibility for early intervention and could greatly improve clinical outcomes to accidental or therapeutic exposures to ionizing radiation. By using the well-characterized WTLI model in C3H and C57Bl/6 mice, we sought to link early changes in circulating miRNA abundance to the late onset of radiation-induced organ damage, especially late lung injury. Previous work with this model suggests that both C3H mice and C57Bl/6 mice have the tendency to develop pneumonitis while C57Bl/6 mice progress towards pulmonary fibrosis, which was consistent with CT imaging and histology from this study. Characteristic radiation hematologic toxicity exemplified in blood count nadirs and the later compensatory increases in lymphocyte and neutrophil counts seen in our irradiated animals are consistent with the literature on animal models and in humans, as are the other signs of radiation injury that were noted including inadequate weight gain and increased mortality [45]. Interestingly, the overshoot in circulating neutrophils and lymphocytes late after exposure is greater in C57Bl/6 mice than C3H mice and temporally correspond to the onset of radiation-induced pulmonary disease [30]. Taken together, our pathophysiological observations are consistent with previous studies in the literature.

Comparing miRNA abundance in radiation-damaged tissue, collected at the study endpoint for each strain, revealed a number of differentially expressed miRNA in lung tissue consistent with long-term dysregulation of relevant cellular processes in the affected tissue. In both strains of mice, miR-7b-5p, -196b-5p, -10b-5p, -21a, -335-5p, and -34a-5p were upregulated in irradiated animals and miR-448-3p and -676-3p were downregulated. Pathway analysis of these miRNA suggests roles in regulation of actin cytoskeleton, bacterial invasion of epithelial cells, and protein processing in the endoplasmic reticulum. The former two pathways lead to changes in actin polymerization and focal adhesion, consistent with the cellular response to stress and an open pathway towards fibrosis. Indeed, miR-196b-5p, -21a-3p, and -335-5p may regulate ROCK1/2 signaling, which is critical for many important cellular functions, including proliferation, migration, adhesion, and apoptosis/survival [46]. Highly relevant to this study is the observation that ROCK seems to be regulating actin polymerization in an experimental mouse model of lung fibrosis and in human subjects with idiopathic pulmonary fibrosis [47]. The fact that miR-335-5p was also overexpressed in plasma in our irradiated cohorts as early as two days post-irradiation supports the hypothesis that circulating miRNA profiles may contain specific signatures from radiation-damaged tissue. In addition to *Rock1*, miR-335-5p may interact with *Pik3r*, *Mapk*, *Camk2*, *Ep300*, and *Smad7*, and other genes known to be involved in fibrosis. 

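In plasma at day 2, miR-335-5p was 7.37 ± 0.73 (SD, n = 32) log2 CPM in irradiated and 6.89 ± 0.78 (SD, n = 16) in sham C3H mice, a log2 fold change of 0.46 (standard error 0.23, adjusted p = 0.307) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In C57Bl/6 mice it was 6.25 ± 0.66 (SD, n = 32) and 6.11 ± 0.57 (SD, n = 16), a log2 fold change of 0.18 (standard error 0.23, adjusted p = 0.747) by edgeR. In cohorts 1 and 2 it was 0.34 and 0.54 in C3H and 0.24 and 0.12 in C57Bl/6 mice. A marker set of 5 miRNA abundant in airway or alveolar epithelium changed at 0 of 14 combinations of strain and time point after irradiation by limma's fry (smallest adjusted p 0.115).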

Equally relevant in the context of radiation lung injury are differentially expressed miRNAs that are known to interact with genes regulating fatty acid and glycosphingolipid biosynthesis and by extension correlate with perturbations of surfactant lipid homeostasis, a tell-tale sign during the development of pneumonitis [48]. In fact, increases in levels of extracellular lipids was associated with decreases in *Fasn* and *Hmgcr* transcript levels [49], which are both predicted to interact with miR-335-5p. Consistent with this, differentially expressed miRNA are predicted to affect AMPK signaling which is one of the central regulators of cellular metabolism [50], in particular lipid biosynthesis. Overall, it appears that the changes in the miRNA profile in lung tissue seen here are consistent with known radiation-induced cellular and molecular fibrotic responses. Observations such as these provide the basis for further mechanistic studies into the role of miRNAs in radiation inflammation, fibrosis, and healing.

Approximately half of the miRNAs differentially expressed in the C3H heart were also affected in C3H lung, whereas this overlap between the miRNA signatures in heart and lung was 100% in C57Bl/6. It is not surprising, therefore, that similar pathways were predicted to be altered in both tissues. However, the radiation-induced differential expression appeared to be overall milder in the heart than in lung both in terms of the number of differentially expressed sequences and the magnitude of the fold change, which was true for either strain (Fig 4). This is consistent with our histology findings that suggest lung damage is more prevalent and severe than heart damage in both strains. The fact that the total number of differentially expressed miRNA in both tissues was higher in C3H mice than in C57 may be due to the difference in time point the tissue was examined (month 4 for C3H and month 6 for C57), since C3H mice tend to succumb from pneumonitis before the development of fatal fibrosis.

Similarly, early changes in circulating plasma miRNA were associated with genes that regulate cellular processes involved in lung damage and that can lead to pneumonitis or fibrosis. Several markers identified in this study have been observed to change after TBI in non-human primates, including up-regulation of miR-375 and -34a-5p, and down-regulation of miR-122-5p, -150-5p, and -100-5p [20,24]. This suggests that there may be an evolutionarily conserved molecular response to radiation injury that manifests itself as a characteristic systemic miRNA signature. Interestingly, similar patterns of dysregulation of these miRNAs occurred after different types of radiation injury (TBI versus WTLI) that typically result in death at drastically different time scales (< 60 days versus > 150 days, on average) and through different mechanisms. Notably, miR-34a-5p, -100-5p, and -150-5p were identified in survival analysis of C3H mice, but not C57Bl/6 (Fig 7). Pathway analysis of these miRNAs indicates roles in acute NF-κB-driven pro-inflammatory pathways. While these miRNAs were also differentially expressed in C57Bl/6 mice, these sequences were not identified in survival analysis for that strain. Instead, C57Bl/6 survival miRNA, including miR-122-5p and -802-5p, are implicated in TGF-β-SMAD signaling (i.e. fibrosis). 

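In C57Bl/6 plasma, miR-34a-5p was differentially expressed at 5 of 8 time points after irradiation, miR-100-5p at 2 of 8 and miR-150-5p at 3 of 8 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In C3H plasma the numbers were 2, 1 and 3 of 6.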

Considering the differences in the cause of mortality between the two strains, the identification of miRNA associated with pro-inflammatory responses in C3H mice versus pro-fibrotic responses in C57Bl/6 mice by survival analysis, despite the similarity in the differentially expressed circulating miRNA between the strains (Fig 5B), underscores the potential utility of this class of molecules as predictive biomarkers.

Supporting this, Cox survival analysis of C57Bl/6 mice identified specific miRNA predicted to regulate the FoxO genes *Foxo1* and *Foxo3* (miR-802-5p and -96-5p) that are also implicated in regulating fibrogenesis [51]. Pathways associated with fibrogenesis may be affected by perturbations in miRNA expression in both strains even if only C57 present with *bona fide* fibrosis while C3H succumb to radiation pneumonitis before fibrosis can fully develop. For example, miRNAs miR-150-5p and -96-5p are predicted to regulate transcription factors associated with fibrosis, including *Hoxa9* and *Zeb1* (epithelial mesenchymal transition [52,53]); Collagen genes are predicted to associate with miR-150-5p (*Col1a1*), and miR-802-5p (*Col4a5*); and, miR-100-5p, -199a-5p, -199b-5p, and -802-5p, are predicted to interact with Wnt signaling genes, such as *Fzd8*, *Fzd10*, *Wnt7b*, and *Wnt10b*, that also have a reported role in fibrosis [54].

In mice, circulating levels of these miRNA two or five days post-exposure were associated with statistically significant differences in survival, depending on the strain and time point (Fig 7). Collectively, these results suggest (1) that changes in systemic miRNA expression within the first week following WTLI exposure can be used to predict negative health outcomes that do not begin to manifest until months later; (2) that the initial transient differences in the circulating miRNA profile following radiation injury have functional consequences for the animal; and, (3) that analysis of the differentially expressed miRNA may enable prediction of the onset of disease.

## Conclusion

To our knowledge, this is the first study reporting changes in the circulating and tissue-specific miRNA profile after partial body radiation. Characteristic and meaningful fluctuations in the circulating miRNA profile such as these during the first few days post-irradiation suggests that it may be possible to identify markers that predict increased risk of late organ injury during triage after a radiological incident. The relative ease in extracting and processing circulating miRNAs, their stability and tissue specificity together make circulating miRNA a promising class of biomarkers. Moreover, many of the miRNA that were differentially expressed in this study are already implicated in molecular pathways consistent with late organ injury. Identifying the underlying mechanisms associated with radiation-induced injury could do both, drive the successful search for tissue-damage specific biomarkers and reveal potential targets for intervention.

## Supporting information

S1 Fig Experimental set up for mouse whole thoracic lung irradiations. A Gulmay Medical RS320 Irradiation System X-ray unit operated at 300 kV and 10 mA giving a dose rate of 1.568 Gy/min (Gulmay Medical Ltd., Camberly, Surrey, UK) with a permanent 4 mm Be filter was used. The beam is filtered using 1.5 mm Cu and 3 mm Al giving a HVL of 3 mm Cu. (A) X-Ray unit holding the jig and lead lid; (B) empty jig; (C) jig and mice with (D) lead shielding exposing only the thorax (2.75 cm).
(PPTX) Click here for additional data file.

S1 File Differential expression data for plasma miRNA. Tabulated results of differential expression analysis of plasma miRNA comparing irradiated animals to sham irradiated controls at the indicated times post-WTLI.
(CSV) Click here for additional data file.

S2 File Differential expression data for tissue miRNA. Tabulated results of differential expression analysis of miRNA from the indicated tissue comparing irradiated animals to sham irradiated controls at the study endpoints (month 4 or month 6 post-WTLI for C3H or C57Bl/6 mice, respectively).
(CSV) Click here for additional data file.

S1 Checklist (DOCX) Click here for additional data file.

# Supplementary material for: Identification of miRNA signatures associated with radiation-induced late lung injury in mice
**Source:** PLoS One. 2020 May 11;15(5):e0232411. doi: 10.1371/journal.pone.0232411
**Supplement:** S1 Fig — A Gulmay Medical RS320 Irradiation System X-ray unit operated at 300 kV and 10 mA giving a dose rate of 1.568 Gy/min (Gulmay Medical Ltd., Camberly, Surrey, UK) with a permanent 4 mm Be filter was used. The beam is filtered using 1.5 mm Cu and 3 mm Al giving a HVL of 3 mm Cu. (A) X-Ray unit holding the jig and lead lid; (B) empty jig; (C) jig and mice with (D) lead shielding exposing only the thorax (2.75 cm).

## Slide 1
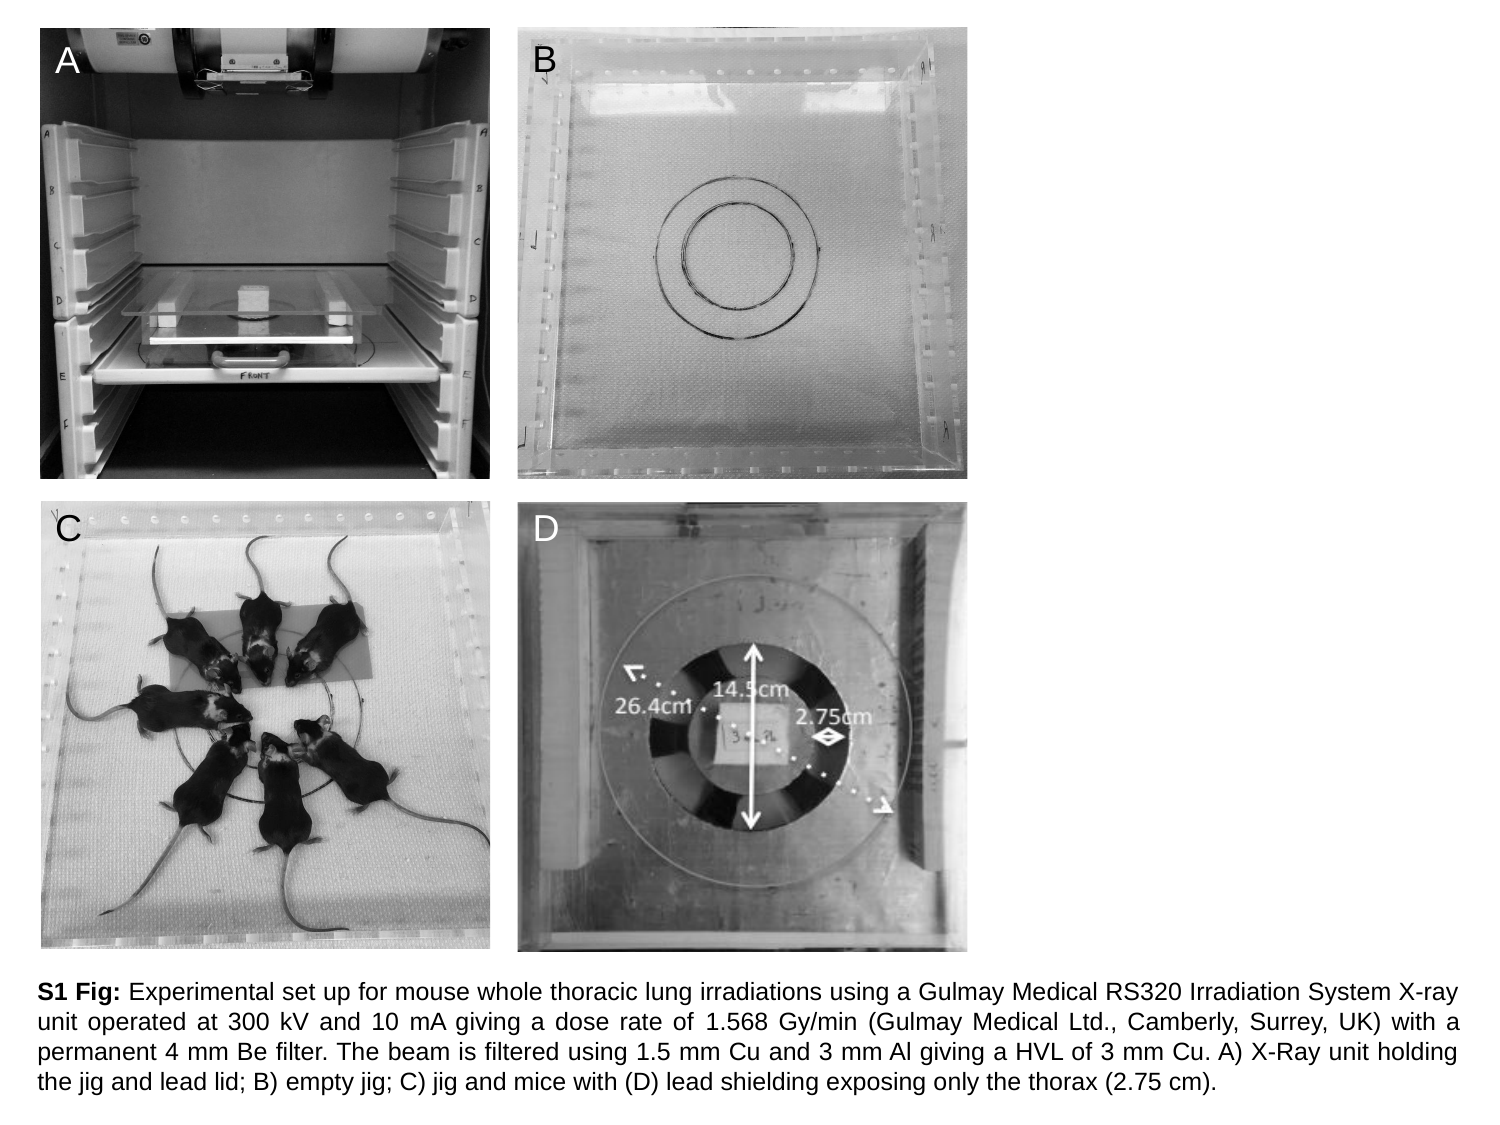

B
A
C
D
S1 Fig: Experimental set up for mouse whole thoracic lung irradiations using a Gulmay Medical RS320 Irradiation System X-ray unit operated at 300 kV and 10 mA giving a dose rate of 1.568 Gy/min (Gulmay Medical Ltd., Camberly, Surrey, UK) with a permanent 4 mm Be filter. The beam is filtered using 1.5 mm Cu and 3 mm Al giving a HVL of 3 mm Cu. A) X-Ray unit holding the jig and lead lid; B) empty jig; C) jig and mice with (D) lead shielding exposing only the thorax (2.75 cm).

# Supplementary material for: Identification of miRNA signatures associated with radiation-induced late lung injury in mice
**Source:** PLoS One. 2020 May 11;15(5):e0232411. doi: 10.1371/journal.pone.0232411
**Supplement:** S1 Checklist

*PLOS ONE* Humane Endpoints Checklist

*PLOS ONE* manuscript number: PONE-D-19-32062

**Complete the following if your study design includes death of a regulated animal as a likely outcome or planned experimental endpoint. Please also include all information in the Methods section of your manuscript.**

**ITEM 1.** **Describe whether humane endpoints* were used for all animals involved in the study.**

|  | **Recommendation** | **Section/Paragraph** |
| --- | --- | --- |
| **If humane endpoints* were used, report the following:** | | |
| **1** | **The specific criteria used to determine when animals should be euthanized** | **Materials and Methods, Whole thorax lung irradiation (WTLI), Paragraph 1** |
| **2** | **Once animals reached endpoint criteria, the amount of time elapsed before euthanasia** | **Materials and Methods, Whole thorax lung irradiation (WTLI), Paragraph 1** |
| **3** | **Whether any animals died before meeting criteria for euthanasia** | **Materials and Methods, Whole thorax lung irradiation (WTLI), Paragraph 1** |
| **If humane endpoints* were not used, report the following:** | | |
| **1** | **A scientific and ethical justification for the study design, including the reasons why humane endpoints could not be used, and discussion of alternatives that were considered but could not be used** |  |
| **2** | **Whether the institutional animal ethics committee specifically reviewed and approved the anticipated mortality in the study design** |  |

**ITEM 2.** **Include the following details of the study design and outcomes.**

|  | **Recommendation** | **Section/Paragraph** |
| --- | --- | --- |
| **1** | **The duration of the experiment** | **Materials and Methods, Whole thorax lung irradiation (WTLI), Paragraph 1** |
| **2** | **The numbers of animals used, euthanized, and found dead (if any); the cause of death for all animals** | **Materials and Methods, Whole thorax lung irradiation (WTLI), Paragraph 1** |
| **3** | **How frequently animal health and behavior were monitored** | **Materials and Methods, Whole thorax lung irradiation (WTLI), Paragraph 1** |
| **4** | **All animal welfare considerations taken, including efforts to minimize suffering and distress, use of analgesics or anaesthetics, or special housing conditions** |  |
| **5** | **Any special training in animal care or handling provided for research staff** |  |

***Definition of a humane endpoint**

A humane endpoint is an experimental endpoint at which animals are euthanized when they display early markers associated with death or poor prognosis of quality of life, or specific signs of severe suffering or distress. Humane endpoints are used as an alternative to allowing such conditions to continue or progress to death following the experimental intervention (“death as an endpoint”), or only euthanizing animals at the end of an experiment. Before a study begins, researchers define the practical observations or measurements that will be used during the study to recognize a humane endpoint, based on anticipated clinical, physiological, and behavioral signs. These may include, for instance, body temperature or weight changes, tumor size or appearance, abnormal behaviors, pathological changes, ruffled fur, reduced mobility, body posture, or expression of specific body fluid markers. Please see the NC3Rs guidelines for more information.

**ARRIVE Guidelines**

*PLOS ONE* encourages authors to follow the [Animal Research: Reporting of In Vivo Experiments (ARRIVE) guidelines](http://www.nc3rs.org.uk/arrive-guidelines) for all submissions describing laboratory-based animal research and to upload a completed [ARRIVE Guidelines Checklist](http://www.nc3rs.org.uk/sites/default/files/documents/Guidelines/NC3Rs%20ARRIVE%20Guidelines%20Checklist%20%28fillable%29.pdf) to be published as supporting information.

How the deposited data were processed for this re-analysis (not part of the article)

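Plasma miRNA was sequenced in samples of 196 C3H and C57Bl/6 mice that received whole-thorax irradiation or sham treatment. The strain, treatment, sex, cohort, mouse and time point of each sample were read from the sample labels, and 0 samples were left unmapped. Lung and heart samples were not analysed here.

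The authors prepared small-RNA libraries, trimmed the reads, aligned them to mouse miRNA with Illumina BaseSpace's Small RNA application and deposited the counts of reads per mature miRNA, without normalization. According to the paper's methods, plasma with hemolysis over a limit and sequencing runs with too few miRNA reads were left out before that, and these steps are already part of the deposited counts. The values were checked to be whole numbers whose totals differ between samples. No 2 samples had identical values. Total counts per sample ranged from 206490 to 11814515 (median 1475030), and the median of a group from 855374 to 2882714. The paper's text does not name the miRBase release or say whether molecular identifiers were used, so intervals and limits from counts cover counting error only.

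From the counts, log2 CPM values (prior count 2) and tests were computed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Counts were normalized by TMM, with factors between 0.372 and 1.59. The 483 miRNA kept by filterByExpr hold 99.99% of all reads. A quasi-likelihood model with a mean for each of 32 groups was fitted to all samples. It has 867 residual degrees of freedom. The contrasts were irradiated minus sham at each strain and time point, with Benjamini-Hochberg adjustment within a contrast. The paper describes RPM, quantile normalization of log2 RPM and then limma and voom. Its normalization was run as an alternative with limma alone, without voom, and limma-voom was run as another on the TMM-normalized counts, so no alternative repeats the paper's whole procedure. Strain differences were tested with an F test over the 6 shared time points after irradiation. Sex differences were tested per strain with an F test over day 2, day 5 and month 1 in a model that also has sex in its groups.

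Mice appear at several time points under the same number, which the labels give. Samples of 1 mouse were more alike than those of different mice: after removing group means, the mean correlation over 135 abundant miRNA was 0.0837 for 1962 pairs of samples of the same mouse and 0.00509 for samples of different mice. The mouse was therefore used as a replicate block in alternatives.

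The alternatives were limma-voom, DESeq2, DESeq2's size factors in edgeR, the paper's normalization with limma, no filter on low counts, only the 305 miRNA of S1 File, only the more abundant miRNA, a fit of only the 2 groups compared, sex or cohort as a covariate, leaving out the 4 mice with no sample before irradiation, and the mouse as a replicate block. Added later were a block for cohort and sex within each time point and fits that leave out a cohort and sex. For the divisions of mice at the median abundance, Fisher's exact test was used, and for later sampling an exact permutation test, both two-sided.

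The miRNA named in the text were fixed by a rule: every miRNA that the paper names for plasma in its results, in Fig. 5B or in Fig. 7, and for each strain and time point the miRNA with the largest rise and the largest fall among those past the threshold. Other miRNA named were chosen after their values were seen. They are let-7a-5p, miR-18a-5p, miR-17-5p, miR-20a-5p, miR-20b-5p, miR-216b-5p and miR-217-5p where no extreme is meant. The miRNA miR-451a and miR-144-3p come from the red blood cell marker set.

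Marker sets for red blood cells, leukocytes, liver, pancreas, muscle, the miR-34 family and lung epithelium were tested with limma's fry and with camera, at a preset and at an estimated correlation, with adjustment over the 112 tests of 7 sets. Camera with the preset correlation gave 38 calls, of which 31 held under fry and 26 under the estimated correlation. Positions of miRNA genes were taken from the GRCm38 annotation.

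The procedure was tested on simulated counts with known changes. Of 196 changed miRNA among 475 tested, edgeR's test recovered 76%, with 2.61% of its calls false. For a simulated strain difference it recovered 50%, with 6.67% of its calls false. For a simulated sex difference (198 changed miRNA among 477), the F test recovered 38.9% and the statistic used in the regroupings 33.8%.

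The copy of S1 File at hand holds 1999 of its 4880 lines, those with the smallest adjusted p, so it was used for values and counts of calls and not for tests of overlap. The survival times, the Cox models and the pathway analysis were not analysed here.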

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

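The tests of the sham level of miR-216a-5p, of miR-375-3p and of single cohorts for miR-202-5p were chosen only after the result was seen, and the batch of day 5 libraries was singled out from the C57Bl/6 day 5 values before its effect on the strain and sex counts was known.

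Of the 8 irradiated C57Bl/6 mice sampled at month 6, 1 stood apart in miR-216a-5p. It had 0.23 log2 CPM, against 4.78 to 6.17 in the other mice, and the gap was 0.765 of the whole range, above the 95% limit of Dixon's test for 8 mice. This test was run for 2 values, and by chance it picks out about 1 in 20. The sample held 0 reads of miR-216a-5p among 2239071, so low depth does not account for it. Without this mouse the log2 fold change was 3.22 (standard error 0.46, adjusted p = 3.88e-09 by edgeR's quasi-likelihood test), against 3.03 with it. A mislabelled sample and a mouse without the change both stay open, and no biological explanation was tested.

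The irradiation effect differed between strains for 21 miRNA by edgeR's F test. The 6 of these that Fig. 5B draws had adjusted p values of 1.54e-20 (miR-216a-5p), 4.10e-09 (miR-122-5p), 3.51e-05 (miR-375-3p), 0.000198 (miR-150-5p), 0.00398 (miR-802-5p) and 0.0112 (miR-106a-5p). With the mouse as a fixed block in limma-voom, miR-150-5p (adjusted p = 0.432), miR-802-5p (adjusted p = 0.766) and miR-106a-5p (adjusted p = 0.245) did not pass, and miR-802-5p passed in 9 of 12 alternatives. The strain labels were regrouped within treatment and time point, with limma on centred log2 CPM as the statistic, which called 8 miRNA for the real strains. Of 100 regroupings, the real one included, 1 gave as many. A batch of libraries at day 5, the C57Bl/6 females of cohort 2, is argued against as the whole cause, since without it 17 miRNA differed, 16 of them among the 21. Each strain was compared with its own sham mice, so a batch common to a whole strain and time point is removed from these effects, whereas a batch that differs between treatments within a strain is not. A biological difference between the strains stays open, as untested.

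For miR-216a-5p the sham level also differed: sham C57Bl/6 mice had -2.32 (standard error 0.15) log2 units relative to sham C3H mice over the shared time points, so a low starting level in C57Bl/6 mice may contribute to the difference in fold change. miR-375-3p, another miRNA abundant in pancreas, had a median log2 fold change of 0.23 from month 1 on. It was 9.61 ± 0.45 (SD, n = 16) log2 CPM in sham C57Bl/6 mice at month 2, against 2.33 ± 0.91 (SD, n = 16) for miR-216a-5p, a level that would hide a rise as small in CPM, so release of all pancreas miRNA cannot be told apart from a change of miR-216a-5p, miR-216b-5p and miR-217-5p alone. From month 1 to month 6, miR-216a-5p was past the threshold at 6 of 6 time points, miR-217-5p at 5, miR-216b-5p at 3 and miR-375-3p at 0. At month 5, miR-216a-5p was past it in males and not in females by edgeR. Over both sexes its month 5 value depended on the fit, 1.53 by edgeR and 2.74 with the mouse as a fixed block in limma-voom. Sex differences were not tested at month 5, so a difference between the sexes there is not settled.

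The irradiation effect differed between sexes for 2 miRNA in C3H mice, miR-202-3p (adjusted p = 0.00488) and miR-202-5p (adjusted p = 0.0391), and for 26 in C57Bl/6 mice by edgeR's F test, led by miR-202-5p (adjusted p = 5.04e-08). With limma on centred log2 CPM, 2 and 3 miRNA were called, and 3 of 100 regroupings of the sex labels gave as many in C3H mice and 3 of 100 in C57Bl/6 mice. Without the C57Bl/6 females of cohort 2 at day 5, 17 miRNA differed between sexes in that strain, 12 of them among the 26, so part of the count may come from that batch.

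miR-202-5p was higher in females than in males before irradiation by 4.72 log2 units (standard error 0.26). At day 2 it was higher in irradiated than in sham females in both strains. The log2 fold change was 2.03 (adjusted p = 0.0264) in C3H and 2.23 (adjusted p = 0.00691) in C57Bl/6 mice by edgeR. From month 1 miR-202-5p fell in irradiated females. No read was found in 17 of 36 irradiated C57Bl/6 females at month 1 and 13 of 20 at month 2. Abundance or depth is argued against by the 20 miRNA nearest in abundance, whose median log2 fold change in females was -0.091. A batch of a single cohort is argued against as well, since the value was negative in each of the 4 cohorts at month 1, and the one nearest to 0 was -1.20. Whether all miRNA that females have more of fall cannot be told apart from a change of miR-202 alone: apart from miR-202-3p, only 2 other miRNA were over 2-fold higher in females, with a median of -0.69. A biological difference between the sexes stays open, as untested, and no tissue of origin was tested.

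Of the distinct miRNA called at any time point after irradiation, 21 are not among the 305 miRNA of the paper's S1 File, so the paper does not report on them. The sham mice are the control for these calls. Of 100 regroupings of the irradiated and sham labels, the real one included, 1 gave as many miRNA over 2.5-fold as the 40 found, a count that includes miRNA outside S1 File. With tests restricted to the miRNA of S1 File, 24 miRNA were over 2.5-fold, which follows in part from testing fewer miRNA. Why these miRNA are outside S1 File was not tested, and no biological explanation was tested.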

How the results depend on the processing

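The alternatives were chosen before the data were examined, except for the block for cohort and sex and the fits without the mice of a cohort and sex, which were chosen after seeing the data. Of the counts and tests at comparisons, 241 values under alternatives kept their direction, their side of the threshold, or a count within 1.5 times, and the others are given here. The cause was not tested, except that leaving out miRNA or mice lowers the number of tests or samples by construction.

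With limma-voom, the number of differentially expressed miRNA was 1 at month 4 in C3H mice and, in C57Bl/6 mice, 43 at day 5 and 10 at month 1, 1 miRNA differed between sexes in C3H mice, and 15 miRNA differed between sexes in C57Bl/6 mice. With DESeq2, the number of differentially expressed miRNA was 1 at month 4 in C3H mice. With DESeq2's size factors in edgeR, the number of differentially expressed miRNA was 4 at month 6 in C57Bl/6 mice. With the paper's normalization and limma, the number of differentially expressed miRNA was 10 at month 1 and 0 at month 4 in C3H mice and, in C57Bl/6 mice, 10 at month 5, the number of distinct miRNA over 2.5-fold was 15, and 7 miRNA differed between strains. Without a filter on low counts, the number of differentially expressed miRNA was 31 before irradiation, 39 at day 2, 33 at day 5, 47 at month 1, 17 at month 2, 68 at month 3 and 41 at month 4 in C3H mice and, in C57Bl/6 mice, 37 before irradiation, 71 at day 2, 104 at day 5, 75 at month 1, 49 at month 2, 33 at month 3, 67 at month 4, 51 at month 5 and 61 at month 6, the number of distinct miRNA over 2.5-fold was 351, 207 miRNA differed between strains, 39 miRNA differed between sexes in C3H mice, and 97 miRNA differed between sexes in C57Bl/6 mice. With only the miRNA of S1 File tested, the number of differentially expressed miRNA was 6 at month 3 in C3H mice and, in C57Bl/6 mice, 5 at month 3 and 1 at month 6, the number of distinct miRNA over 2.5-fold was 24, and 0 miRNA differed between sexes in C3H mice. With only the more abundant miRNA tested, the number of differentially expressed miRNA was 5 at month 3 in C57Bl/6 mice and the number of distinct miRNA over 2.5-fold was 17. With only the 2 groups compared in the fit, the number of differentially expressed miRNA was 1 before irradiation, 24 at day 5, 8 at month 1 and 5 at month 2 in C3H mice and, in C57Bl/6 mice, 15 at day 2, 42 at day 5 and 10 at month 5. With sex as a covariate, the number of differentially expressed miRNA was 1 at month 4 in C3H mice. Without the 4 mice that have no sample before irradiation, the number of differentially expressed miRNA was 8 at month 5 in C57Bl/6 mice. With the mouse as a replicate block in limma-voom (correlation within mice 0.0434), the number of differentially expressed miRNA was 1 at month 4 in C3H mice and, in C57Bl/6 mice, 43 at day 5, 10 at month 1 and 4 at month 6 and 12 miRNA differed between strains. With the mouse as a fixed replicate block and the change from before irradiation, run with limma-voom in place of edgeR, the number of differentially expressed miRNA was 7 at day 2, 5 at day 5, 5 at month 1, 2 at month 3 and 1 at month 4 in C3H mice and, in C57Bl/6 mice, 31 at day 5, 1 at month 1, 10 at month 2, 13 at month 4, 11 at month 5 and 9 at month 6, the number of distinct miRNA over 2.5-fold was 19, and 5 miRNA differed between strains.

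With a block for cohort and sex within each time point, the number of differentially expressed miRNA was 24 at day 5, 25 at month 1 and 8 at month 2 in C3H mice and, in C57Bl/6 mice, 50 at day 2, 42 at month 4, 27 at month 5 and 4 at month 6. Without the females of cohort 1, the number of differentially expressed miRNA was 6 at day 2 and 7 at day 5 in C3H mice and, in C57Bl/6 mice, 17 at day 2. Without the males of cohort 1, the number of differentially expressed miRNA was 7 at day 5 in C3H mice. Without the females of cohort 2, the number of differentially expressed miRNA was 10 at day 2 in C3H mice and, in C57Bl/6 mice, 11 at day 2 and 21 at day 5. Without the males of cohort 2, the number of differentially expressed miRNA was 12 at day 2 in C3H mice and, in C57Bl/6 mice, 58 at day 2. Without the females of cohort 2 at day 5, 17 miRNA differed between sexes in C57Bl/6 mice.

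Where a change of scaling moved the split of calls, the C3H calls at day 2 were 11 higher and 13 lower with DESeq2's size factors and 10 higher and 11 lower with the paper's normalization. The C3H calls were 9 higher and 12 lower at day 5 with the paper's normalization, and at month 1 11 higher and 6 lower with size factors and 8 higher and 2 lower with the paper's normalization. At day 2 in C57Bl/6 mice they were 20 higher and 20 lower with DESeq2 and 14 higher and 16 lower with its size factors in edgeR. At day 5 they were 46 higher and 37 lower with DESeq2 and 32 higher and 26 lower with the paper's normalization. At month 1 they were 10 higher and 7 lower with DESeq2, and 11 higher and 6 lower with size factors as with the paper's normalization. At month 2 they were 11 higher and 10 lower with DESeq2 and with its size factors, and 10 higher and 2 lower with the paper's normalization. They were 19 higher and 6 lower at month 4 with size factors and 9 higher and 1 lower at month 5 with the paper's normalization. At month 5 they were 8 higher and 0 lower without the 4 mice that have no sample before irradiation and 11 higher and 0 lower with the mouse as a fixed block in limma-voom.

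For the division at the median, the share of irradiated mice above it minus that of sham mice was -37.5 percentage points for miR-100-5p in C3H mice at day 2 with the paper's normalization (Fisher's exact test, adjusted p = 0.0366), now past the threshold. For miR-96-5p in C57Bl/6 mice at day 2 it was -28.1 points (Fisher's exact test, adjusted p = 0.125), no longer past it. For later sampling, the month before the last gave log2 differences at day 2 of 1.02 (exact permutation, adjusted p = 0.462) for miR-100-5p in C3H and 0.89 (exact permutation, adjusted p = 0.462) for miR-96-5p in C57Bl/6 mice, both not past the threshold. Only 2 of the 16 C3H mice lacked that sample, too few for miR-100-5p to pass, and its difference was 1.10 with the last month. For miR-34a-5p at day 5 in C3H mice it gave -1.004 (exact permutation, adjusted p = 0.0214), now past the threshold. The direction was reversed for miR-34b-3p at day 2, -0.46 (exact permutation, adjusted p = 0.672), and miR-34a-5p at day 5, -0.068 (exact permutation, adjusted p = 0.954), both in C57Bl/6 mice and not past the threshold. At day 2 in C57Bl/6 mice this month mostly divides males from females. The values of miR-34b-3p and miR-96-5p there are therefore confounded with sex. With the change from the mouse's own sample before irradiation, the mouse being the replicate block, the day 2 differences were 0.64 (exact permutation, adjusted p = 0.444) for miR-100-5p and 0.28 (exact permutation, adjusted p = 0.444), reversed, for miR-150-5p in C3H mice. For miR-96-5p in C57Bl/6 mice the difference was 1.45 (exact permutation, adjusted p = 0.443).

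Among the log2 fold changes of single named miRNA, 761 values under alternatives kept their direction and side of the threshold, 98 no longer passed it and 11 newly passed it. Of those that no longer passed, 26 came with the mouse as a fixed block in limma-voom and 17 with limma-voom without it.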

Differences from the paper's values

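Of 44 log2 fold changes that could be compared with the paper's S1 File, 10 differed by more than the larger of the standard errors, and across the 44 the correlation was 0.973. That larger standard error is the limit used below, and a value can be within it and still not equal the paper's.

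For miR-202-5p in C3H mice at month 2 the log2 fold change was -4.59 (standard error 0.80) and the paper's -3.06, and the value was within that limit with limma-voom (-3.03), the paper's normalization with limma (-2.14), the mouse as a replicate block in limma-voom (-3.04) and the mouse as a fixed block in limma-voom (-2.66). For miR-202-5p in C3H mice at month 3 the log2 fold change was -5.05 (standard error 0.78) and the paper's -3.11, and the value was within that limit with limma-voom (-2.33), the paper's normalization with limma (-2.32), the mouse as a replicate block in limma-voom (-2.35) and the mouse as a fixed block in limma-voom (-2.92). For miR-34b-3p in C57Bl/6 mice at day 2 the log2 fold change was 0.73 (standard error 0.27) and the paper's 1.36, and the value was within that limit with limma-voom (1.15), the paper's normalization with limma (1.20), the mouse as a replicate block in limma-voom (1.13) and the mouse as a fixed block in limma-voom (1.21). For miR-96-5p in C57Bl/6 mice at day 2 the log2 fold change was -1.22 (standard error 0.45) and the paper's -1.93, and the value was within that limit with limma-voom (-1.46), the mouse as a replicate block in limma-voom (-1.51) and the mouse as a fixed block in limma-voom (-1.40). For miR-150-5p in C57Bl/6 mice at day 5 the log2 fold change was -1.10 (standard error 0.15) and the paper's -0.90, and the value was within that limit with limma-voom, DESeq2 (-1.02), DESeq2's size factors (-1.02), the paper's normalization with limma (-0.91), the mouse as a replicate block in limma-voom and the mouse as a fixed block in limma-voom (-1.03). For miR-202-5p in C57Bl/6 mice at month 1 the log2 fold change was -3.10 (standard error 0.48) and the paper's -2.01, and the value was within that limit with limma-voom (-1.49), the paper's normalization with limma (-1.63), sex as a covariate (-2.10), the mouse as a replicate block in limma-voom (-1.51) and the mouse as a fixed block in limma-voom (-1.55). For miR-122-5p in C57Bl/6 mice at month 4 the log2 fold change was 2.97 (standard error 0.38) and the paper's 2.27, and the value was within that limit with limma-voom (2.31), the paper's normalization with limma (2.26), the mouse as a replicate block in limma-voom (2.32) and the mouse as a fixed block in limma-voom (2.56). For miR-122-5p in C57Bl/6 mice at month 5 the log2 fold change was 3.23 (standard error 0.39) and the paper's 2.80, and the value was within that limit with limma-voom (2.76), the paper's normalization with limma (2.80), the fit without the 4 mice (2.85), the mouse as a replicate block in limma-voom (2.77) and the mouse as a fixed block in limma-voom (3.00). For miR-216a-5p in C57Bl/6 mice at month 5 the log2 fold change was 1.53 (standard error 0.37) and the paper's 2.88, and the value was within that limit with limma-voom (2.72), the paper's normalization with limma (2.52), the mouse as a replicate block in limma-voom (2.72) and the mouse as a fixed block in limma-voom (2.74). For miR-216a-5p in C57Bl/6 mice at month 6 the log2 fold change was 3.03 (standard error 0.46) and the paper's 2.47, and the value was within that limit with limma-voom (2.52), the paper's normalization with limma (2.53), the mouse as a replicate block in limma-voom (2.47) and the mouse as a fixed block in limma-voom (2.71).

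A count is taken as different from the paper's when either is over 1.5 times the other. At month 1 in C3H mice, 16 miRNA were called here and 10 in the paper's S1 File, and the count was within that limit with the paper's normalization with limma (10), only the miRNA of S1 File (15) and the fit of only the 2 groups (8). At month 3 in C3H mice, 10 miRNA were called here and 5 in the paper's S1 File, and the count was within that limit with limma-voom (7), the paper's normalization with limma (7), only the miRNA of S1 File (6), only the more abundant miRNA (7) and the fit of only the 2 groups (7). At month 4 in C3H mice, 2 miRNA were called here and 0 in the paper's S1 File, and the count was within that limit with the paper's normalization with limma (0). At month 2 in C57Bl/6 mice, 16 miRNA were called here and 9 in the paper's S1 File, and the count was within that limit with the paper's normalization with limma (12), only the miRNA of S1 File (13), the fit without the 4 mice (13) and the mouse as a fixed block in limma-voom (10). At month 5 in C57Bl/6 mice, 17 miRNA were called here and 10 in the paper's S1 File, and the count was within that limit with limma-voom (14), DESeq2's size factors (15), the paper's normalization with limma (10), the fit of only the 2 groups (10), the fit without the 4 mice (8), the mouse as a replicate block in limma-voom (13) and the mouse as a fixed block in limma-voom (11). At month 6 in C57Bl/6 mice, 2 miRNA were called here and 1 in the paper's S1 File, and the count was within that limit with only the miRNA of S1 File (1).

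The paper calls miR-34b-3p and miR-96-5p at day 2 in C57Bl/6 mice. Here the adjusted p was 0.0709 for miR-34b-3p by edgeR, and it was past the threshold with limma-voom, DESeq2, DESeq2's size factors, the paper's normalization with limma, only the miRNA of S1 File, only the more abundant miRNA, the mouse as a replicate block in limma-voom and the mouse as a fixed block in limma-voom. It also was with the block for cohort and sex, chosen after seeing the values. For miR-96-5p it was 0.0709, and past the threshold with the paper's normalization with limma.

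The paper lists miR-150-5p among miRNA with nearly identical profiles in both strains. Here its irradiation effect differed between strains (adjusted p = 0.000198 by edgeR's F test). The change from each mouse's own sample before irradiation did not (adjusted p = 0.432 by limma-voom with the mouse as a fixed block). The paper describes miR-335-5p as higher in plasma at day 2, where the adjusted p was 0.307 in C3H and 0.747 in C57Bl/6 mice by edgeR. The paper names miR-135b-5p, miR-431-5p and miR-199b-5p among changed circulating miRNA. The strain given there, C3H, can be read as that of the tissue, and no plasma time point is given there. For miR-199b-5p the paper also reports lower plasma abundance at day 2 in C3H mice with reduced survival. Here each was past the threshold at 0 of 6 time points in C3H and 0 of 8 in C57Bl/6 mice by edgeR. Both miR-135b-5p and miR-431-5p passed it in C57Bl/6 mice with limma-voom, the paper's normalization with limma, only the miRNA of S1 File, only the more abundant miRNA and the mouse as a replicate block in limma-voom, and miR-199b-5p with limma-voom, the paper's normalization with limma and the mouse as a replicate block in limma-voom. With the block for cohort and sex, chosen after seeing the values, miR-135b-5p and miR-199b-5p passed it as well. No alternative gave a call in C3H mice. The paper places the return of C3H plasma to the level of controls at day 60. At day 60, 3 miRNA were called here, and at day 90, 10.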

Other observations

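The tests of the C57Bl/6 day 5 libraries and their depth, of the paralogs of the X-linked miRNA, of the division of irradiated from sham mice at the median, of batches in the sham mice and of miRNA with few reads were chosen only after the result was seen.

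The irradiated and sham labels were regrouped at random within each strain and time point, without regard to cohort or sex. Of 100 regroupings, the real one included, the number that gave as many differentially expressed miRNA in C3H mice was 100 before irradiation, 1 at day 2, 1 at day 5, 3 at month 1, 1 at month 2, 1 at month 3 and 19 at month 4. In C57Bl/6 mice it was 100 before irradiation, 1 at day 2, 3 at day 5, 2 at month 1, 2 at month 2, 1 at month 3, 1 at month 4, 1 at month 5 and 11 at month 6. The counts at month 4 in C3H and month 6 in C57Bl/6 mice are therefore no larger than regrouping often gives. A count takes no account of the strength of single calls, so the regroupings do not decide on these. At month 6, miR-217-5p had an adjusted p of 9.85e-06 by edgeR. At month 4 in C3H mice, miR-34c-3p and miR-202-5p had 0.0298 by the same test. Splitting a strain by cohort, with treatment in the model, gave 265 miRNA before irradiation, 81 at day 2, 46 at day 5 and 148 at month 1 in C3H mice, and 152 before irradiation, 163 at day 2 and 113 at day 5 in C57Bl/6 mice. At each of these time points, and at month 1 in C57Bl/6 mice, cohort gave more miRNA than irradiation. Within a cohort, the C3H counts for irradiation in cohorts 1 and 2 were 2 and 2 before irradiation and the C57Bl/6 counts 0 and 0.

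The largest count was that of C57Bl/6 mice at day 5. The 4 sham females of cohort 2 stood apart there: let-7a-5p, chosen after its values were seen, was 14.95 ± 1.13 (SD, n = 4) log2 CPM, against means from 11.61 to 12.33 in the other combinations of treatment, cohort and sex. Without the females of cohort 2, 21 miRNA were called in place of 68, so a batch of libraries may account for part of the count. The sham libraries of this batch also had few reads, a median of 0.36 times that of the irradiated females of cohort 2, so depth and batch cannot be told apart here, since both belong to the same 4 mice. Whether these 4 mice differed biologically was not tested.

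The X-linked miR-18b-5p, miR-106a-5p and miR-20b-5p had a median log2 fold change of 0.93 at month 1 over both strains. Their paralogs miR-18a-5p, miR-17-5p and miR-20a-5p, chosen after the result was seen, had a median of 0.076, with 0 of 6 tests past the threshold against 5 of 6, which argues against reads shared in equal parts. With the red blood cell miRNA miR-451a and miR-144-3p in the model, the highest adjusted p of miR-18b-5p in the 2 strains was 1.58e-06 by edgeR, which argues against red blood cell content as the whole cause. A biological response at month 1 stays open as a hypothesis.

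For the miRNA of Fig. 7, 10 of 12 divisions at the median separated irradiated from sham mice in part (Fisher's exact test), so a difference between mice above and below it may be one of treatment if sham mice are among those divided. The study took these miRNA from models of differentially expressed miRNA on these samples, so the count of 10 is not independent evidence. Within irradiated mice, 2 of 12 tests of later sampling passed the threshold by an exact permutation test. With the change from the mouse's own sample before irradiation in place of the abundance, 0 of 12 passed. With the month before the last, miR-96-5p at day 2 in C57Bl/6 mice did not pass (exact permutation, adjusted p = 0.462). There the mice with a sample were mostly males and those without mostly females. For miR-100-5p at day 2 in C3H mice that month left only 2 mice without a sample, too few for the test to pass, and the difference was 1.02 against 1.10 with the last month. With the month before the last, 1 of 12 passed, miR-34a-5p at day 5 in C3H mice (exact permutation, adjusted p = 0.0214), where 3 mice had no such sample.

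Sham mice sampled later also differed from sham mice sampled before irradiation, by 78 to 186 miRNA per time point. For miR-34a-5p the log2 change in sham mice was 0.10 to 1.68. Cohorts of a strain at the same time point differed in a median of 145 miRNA, so batches of libraries may contribute to changes over time. Age and repeated bleeding stay open, as untested.

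Without a filter on low counts, 68 miRNA were called before irradiation, and 77.9% of these had a read in under 10% of samples, so the calls may come from miRNA with few reads.

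The marker sets were tested at 14 combinations of strain and time point after irradiation with limma's fry. The number that passed was 5 for leukocyte, 5 for liver, 9 for pancreas, 13 for the miR-34 family, 0 for red blood cell, 0 for muscle and 0 for lung epithelium. Fig. 5B draws 4 of 8 leukocyte, 3 of 6 liver, 2 of 5 pancreas and 3 of 5 miR-34 family members, so these sets are not independent of the study's choice. The miR-34 family and lung epithelium sets share 2 members.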
